# *Aspergillus nidulans* protein kinase A plays an important role in cellulase production

**DOI:** 10.1186/s13068-015-0401-1

**Published:** 2015-12-18

**Authors:** Leandro José de Assis, Laure Nicolas Annick Ries, Marcela Savoldi, Thaila Fernanda dos Reis, Neil Andrew Brown, Gustavo Henrique Goldman

**Keywords:** *Aspergillus nidulans*, Protein kinase A, Carbon catabolite repression, Glucose metabolism, Cellulose

## Abstract

**Background:**

The production of bioethanol from lignocellulosic feedstocks is dependent on lignocellulosic biomass degradation by hydrolytic enzymes. The main component of lignocellulose is cellulose and different types of organisms are able to secrete cellulases. The filamentous fungus *Aspergillus nidulans* serves as a model organism to study cellulase production and the available tools allow exploring more in depth the mechanisms governing cellulase production and carbon catabolite repression.

**Results:**

In *A. nidulans*, microarray data identified the cAMP-dependent protein kinase A (PkaA) as being involved in the transcriptional modulation and the production of lignocellulolytic enzymes in the presence of cellulose. Deletion of *pkaA* resulted in increased hydrolytic enzyme secretion, but reduced growth in the presence of lignocellulosic components and various other carbon sources. Furthermore, genes involved in fungal development were increased in the Δ*pkaA* strain, probably leading to the increased hyphal branching as was observed in this strain. This would allow the secretion of higher amounts of proteins. In addition, the expression of SynA, encoding a V-SNARE synaptobrevin protein involved in secretion, was increased in the *ΔpkaA* mutant. Deletion of *pkaA* also resulted in the reduced nuclear localization of the carbon catabolite repressor CreA in the presence of glucose and in partial de-repression when grown on cellulose. PkaA is involved in the glucose signaling pathway as the absence of this protein resulted in reduced glucose uptake and lower hexokinase/glucokinase activity, directing the cell to starvation conditions. Genome-wide transcriptomics showed that the expression of genes encoding proteins involved in fatty acid metabolism, mitochondrial function and in the use of cell storages was increased.

**Conclusions:**

This study shows that PkaA is involved in hydrolytic enzyme production in *A. nidulans*. It appears that this protein kinase blocks the glucose pathway, hence forcing the cell to change to starvation conditions, increasing hydrolytic enzyme secretion and inducing the usage of cellular storages. This work uncovered new regulatory avenues governing the tight interplay between the metabolic states of the cell, which are important for the production of hydrolytic enzymes targeting lignocellulosic biomass. Deletion of *pkaA* resulted in a strain with increased hydrolytic enzyme secretion and reduced biomass formation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-015-0401-1) contains supplementary material, which is available to authorized users.

## Background

Lignocellulosic plant biomass represents a cheap, abundant and renewable carbon feedstock for next-generation biofuels and green technologies. In nature, microbes such as bacteria and fungi are able to deconstruct and grow on plant cell wall polysaccharides [1, 2]. The enzymes responsible for the degradation, or modification, of these plant polysaccharides, are broadly termed carbohydrate-active enzymes (CAZymes) [3–5]. Industrial cocktails of microbial CAZymes are used to release fermentable sugars from lignocellulose for bioethanol production. However, inefficiencies in microbial enzyme production and the conversion of all the types of sugars found in lignocellulose into bioethanol prevent the widespread application of such technologies.

The ascomycete *Aspergillus nidulans* is a model filamentous fungus commonly used to study the regulation and secretion of lignocellulolytic enzymes [6]. During growth on lignocellulose, the fungus secretes an array of different enzymes, which act in synergy to degrade the recalcitrant substrate. In the presence of glucose, the carbon source favored by most organisms, the secretion of these plant cell wall-degrading enzymes and the utilization of alternative carbon sources are repressed by carbon catabolite repression (CCR), which is mediated by the CreA transcriptional repressor [7]. In the presence of glucose, CreA has been shown to repress the transcription of genes encoding enzymes important for the utilization of alternative carbon sources [8], such as proline, ethanol, xylan [9], cellulose [10, 11] and arabinan [12, 13].

The reversible phosphorylation of target proteins is performed by the opposing activities of kinases and phosphatases. This post-translational mechanism is important for modulating protein structure, function and location, playing a crucial role in many cell signaling mechanisms including the regulation of CCR [14]. In *Saccharomyces cerevisiae* the AMP-activated protein kinase Snf1p regulates carbon assimilation, the usage of alternative carbon sources and glucose de-repression [15]. In *S. cerevisiae*, Mig1-mediated CCR is controlled by Snf1p. In the presence of low levels of glucose, Snf1p phosphorylates and releases the DNA bound Mig1p, which is subsequently exported from the nucleus, alleviating the repression of glucose-repressed genes [16]. Deletion of *SNF1* homologues in filamentous fungi, including *A. nidulans*, has also been shown to influence CreA de-repression and reduce hydrolytic enzyme production [8, 17–19].

The cAMP-dependent protein kinase A (PKA) is another important player involved in coordinating primary metabolism, CCR and fungal growth. In *A. nidulans*, the two catalytic subunits of PKA are encoded by *pkaA* and *pkaB*, with PkaA performing the major role within the cell. PkaA positively controls germination and vegetative growth-related functions in response to various nutrients via the G protein-coupled receptor (GPCR) and Ras signaling pathways [20–22]. Upon activation of the GPCR or Ras pathways adenylate cyclase increases cAMP production, which in turn binds to the regulatory subunit (PkaR) of PkaA, releasing the active catalytic subunit to phosphorylate downstream targets [21, 23]. In conidia, cAMP-dependent PKA activation results in isotropic growth, germ tube formation and trehalose degradation [23–25]; in *S. cerevisiae* PKA activity is activated in response to glucose and promotes glycolysis and fermentation and in *A. fumigatus* PKA activity was increased in the presence of glucose compared to glycerol [26]. Deletion of the genes *pkaC1/pkaC2* in *A. fumigatus* renders the fungus unable to grow on glucose, further supporting a role for PKA in glucose metabolism [27]. The addition of glucose to the growth media, increased cAMP levels which in turn activated PKA in yeast [28], *A. nidulans* and *A. fumigatus* [23, 29, 30]. However, PKA activity can still be detected in the absence of the adenylate cyclase, indicating the existence of a cAMP-independent route for PKA activation [8]. In *Trichoderma reesei,* adenylate cyclase and protein kinase A were shown to be involved in the regulation of cellulase gene expression as deletion of both adenylate cyclase and PKA resulted in increased levels of cellulase gene expression [31].

This work carried out a detailed characterization of the involvement of PkaA in carbon source utilization. This study demonstrates that PkaA is involved in regulating CreA cellular localization and glucose signaling. PkaA expression was modulated in the absence of any carbon source and/or in the presence of recalcitrant carbon sources like cellulose, showing a transient expression. Furthermore, deletion of *pkaA* reduced glucose uptake and phosphorylation by hexo/glucokinases activities. In the absence of this protein kinase, the energetic status of the cell is directed towards carbon starvation resulting in increased hydrolytic enzyme production.

## Results

### Deletion of *pkaA* resulted in early increased expression of genes encoding hydrolytic enzymes and carbon metabolism-specific transcription factors

Microarray analyses were used to investigate the genome-wide effect of the deletion of *pkaA* during growth on complete media (a repressing condition) and crystalline cellulose, avicel (a de-repressing condition). 

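The deposited data analysed here are 6 arrays of the Δ*pkaA* strain, 3 for 8 h and 3 for 24 h on 1% (w/v) avicel. The arrays of the wild-type strain were not analysed here. Every array carried RNA from 24 h of growth in complete media labelled with Cy3 and RNA from avicel labelled with Cy5. No array has the dyes exchanged. A dye effect of a probe that is constant over the arrays therefore cannot be separated from the effect of avicel, although it cancels when 24 h is compared with 8 h. For each spot the authors deposited the intensity of both channels, the local background, quality flags and a log10 ratio, all from Agilent's Feature Extraction software, and a separate table gives the log2 ratio of each array.

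An array holds 43803 gene spots for 11143 genes, with 1 probe per gene, which is spotted 4 times for 9499 of the genes. The mean intensity of each spot was corrected for the local background with the normexp method of limma (offset 50) and normalized by loess within the array. Spots flagged as non-uniform were left out and the log2 ratio of Cy5 over Cy3 was averaged over the spots of a gene, so that positive values stand for higher expression on avicel. The median intensity per array was 52.3 to 64.1 in complete media and 108 to 197 on avicel, over a background of 35.5 to 37. In the deposited values of 24 h replicate 3 part of the decimal points are displaced, and the intensities of this array were put right from other columns of the same array. Between 55.5% and 62% of the spots were well above background in complete media, and between 65.7% and 77.1% on avicel. Replicate arrays of a time point differed by a median of 0.094 to 0.141 on the log2 scale over the tested genes. The number of arrays limits the precision.

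The 8394 genes that were well above background in at least 1 channel on at least 3 of the 6 arrays were tested with limma in a single fit of all 6 arrays. The mean log2 ratio of each time point was tested against 0, and the time points were tested against each other. Testing a ratio against 0 leaves out the spread of the complete media cultures where arrays share a culture. Genes with a Benjamini-Hochberg adjusted p under 0.01 are called higher or lower. The offset of 50 pulls the log2 ratios of dim genes towards 0. In simulated data for 8394 genes, 150 at each time point were changed, picked at random from all tested genes. Their median estimate over the true change was 0.516 at 8 h and 0.441 at 24 h, against 0.967 and 0.941 with an offset of 0. The log2 ratios given here therefore understate the changes of tested genes broadly, not of the dimmest alone. Medians of gene lists and counts at a log2 size are open to the same shrinkage. A gene that was not well above background in complete media on any array of a time point has only a lower bound. The same holds for a gene saturated on avicel on all of them. The bound is the avicel mean over the higher of the complete media signal and the lowest signal well above background. It was taken per channel after loess and Aquantile normalization and is open to dye bias. It applies to the mean of the arrays and can equal the fitted fold change. Single arrays and other settings can therefore lie below it.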

Strain-specific transcriptional differences were identified. Although the growth of Δ*pkaA* mutant was dramatically reduced in liquid glucose-containing minimal media (data not shown), the growth rate was comparable to the wild-type strain when grown in liquid complete YG media (24 h, wild type = 0.116 ± 0.010 g/10^7^ conidia; Δ*pkaA* = 0.167 ± 0.1018 g/10^7^ conidia). Thus, the wild-type and Δ*pkaA* strains were grown for 24 h in complete media and then transferred to minimal media supplemented with 1 % (w/v) avicel for 8 h and 24 h. 

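At 8 h on avicel, 2732 of the 8394 genes tested in the Δ*pkaA* strain were higher than in complete media and 2551 were lower. At 24 h, 2738 genes were higher and 2391 were lower. The changes reached at least 1 on the log2 scale for 950 of the higher and 919 of the lower genes at 8 h, and for 931 and 707 at 24 h. Tested between the time points, 1491 genes were higher and 1100 were lower at 24 h than at 8 h.

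Of the alternatives, median centring moved the balance of higher and lower genes most. Centring each array on its median in place of loess gave 4183 higher and 1267 lower genes at 8 h, and 4018 and 1341 at 24 h. Between the time points it gave 987 genes higher and 1362 lower at 24 h than at 8 h. The Feature Extraction log ratio gave 3188 higher and 2837 lower genes at 8 h and 3012 and 2778 at 24 h, a balance near that with loess. Between the time points it gave 1486 and 1472. With median centring the median log2 ratio of the tested genes was 0.28 to 0.52 per array, against 0.03 to 0.04 with loess. Run on the ratios normalized here, the methods' t-test left 8 higher and 5 lower genes at 8 h after Benjamini-Hochberg adjustment. In simulated data it recovered 0 of 150 changed genes at 8 h after this adjustment, so these counts say little about stability.

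Changed in the same direction at both time points were 1972 higher and 1859 lower genes. In 20 simulations of 8394 unchanged genes, same-numbered arrays shared 50% of their variance through the complete media RNA. There 0 genes were called by limma at both, and a median of 25.5 had an unadjusted p under 0.01 at both. With only unchanged genes the adjustment leaves few calls, so the 0 says little about the agreement of the time points. A change of direction was found for 131 genes that were higher at 8 h and lower at 24 h, and for 64 genes that were lower at 8 h and higher at 24 h. Among the 1741 higher genes that were well above background in both channels on every array and changed the same way on all 3 arrays of 8 h, AN1723 had the largest log2 ratio, 6.80 ± 0.13 (SD over the arrays). Among the 2275 such lower genes AN7204 had the lowest, -3.65 ± 0.27 (SD over the arrays).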

Genes that were differentially expressed between post-transfers to avicel, in an individual strain, were identified (*p* < 0.01). Genes which were up- or down-regulated in the Δ*pkaA* and wild-type strains were submitted for CAZy (Carbohydrate-Active enZYmes) [32] and MIPS FunCat categorization [33].

The microarray data were submitted for analysis of log2 fold change in the expression of CAZyme (Carbohydrate-Active enZyme)-encoding genes. CAZymes are enzymes which modify, break down or synthesize carbohydrate structures and consist of the glycoside hydrolases (GHs), carbohydrate esterases (CEs), polysaccharide lyases (PLs), auxiliary activities (AA) and glycosyltransferases (GTs) (http://www.cazy.org). In this dataset, GH-encoding genes presented 62 % (Additional file 1: Table S1) of all the CAZyme-encoding genes whereas the remaining 38 % contained the CEs, PLs, GTs and AAs. GH-encoding genes were classified into their respective families for the wild-type and Δ*pkaA* strains in the above-described conditions. The results indicate that genes encoding GHs are induced much earlier in the Δ*pkaA* strain in the presence of avicel than when compared to the wild-type strain (Fig. 1a). For example, the two endoglucanase-encoding genes *eglA* (GH5) and *eglB* (GH7), which play a major role in cellulose degradation, as well as a putative β-glucosidase-encoding gene (AN4102), were up-regulated ~4.6-, ~4.9- and ~4.1-fold, respectively, after 8 h incubation in cellulose in the Δ*pkaA* strain but not in the wild-type strain (Additional file 1: Table S1). 

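Table S1 of the paper lists 196 genes, of which 119 (60.7%) encode GHs and 114 of these were tested in the Δ*pkaA* strain. The paper chose the list on these and the wild-type arrays, so the tallies are no independent evidence. At 8 h, 67 of the 114 genes were higher on avicel than in complete media and 23 were lower, with a median log2 ratio of 0.75 and a range from -2.62 to 4.90. At 24 h, 81 were higher and 20 were lower, with a median of 1.22. Of these higher genes, 13 at 8 h and 15 at 24 h have only a bound because complete media was not well above background. Genes saturated on avicel, such as AN3613 and AN1818 at 24 h, have only a bound too and are not in these counts. Adjusted over the list alone, the counts of both time points were the same. Of the genes called, 64 were higher at both time points, 3 at 8 h only and 17 at 24 h only. The simulations with a shared control called 0 GH genes at both. They held only unchanged genes, for which the adjustment leaves few calls, so this 0 says little about the agreement of the time points. At 24 h, 55 genes were higher than at 8 h and 19 were lower, and 58 and 21 when adjusted over the list alone. In complete media 14 of the 114 genes were not well above background on any array.

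Restricting the test to genes well above background in both channels on all 6 arrays left 35 genes higher at 8 h and 42 at 24 h. With median centring 80 genes were higher and 8 lower at 8 h and 85 and 13 at 24 h, with medians of 1.30 and 1.92, and with the Feature Extraction log ratio the medians were 2.08 and 2.67. The methods' t-test found 41 genes at 8 h at its own threshold. After Benjamini-Hochberg adjustment it found 0 at either time point, although 61 at 8 h and 84 at 24 h had an unadjusted p under 0.05. The adjusted test recovered 0 of 150 changed genes at either time point in simulated data, so its 0 says little here. The paper states that GH genes are induced earlier in the Δ*pkaA* strain than in the wild-type strain.

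**Figure D1:**
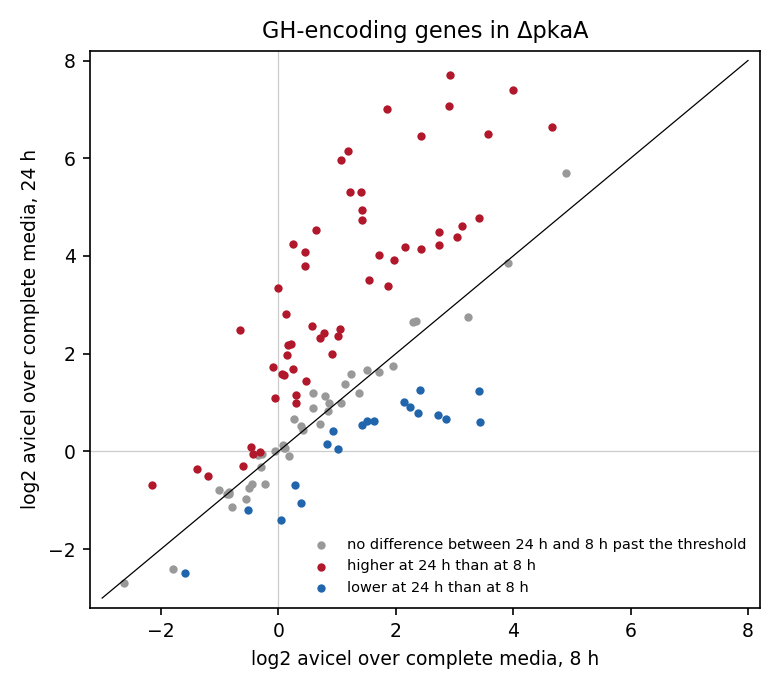
Log2 ratio of avicel over complete media at 8 h (horizontal axis) and 24 h (vertical axis) in the Δ*pkaA* strain, with 1 point for each of the 114 GH-encoding genes tested, the mean of 3 arrays per time point. The line marks equal ratios at both time points; 55 genes are higher at 24 h than at 8 h and 19 are lower.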

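The log2 ratio of *eglA* (AN1285) in the Δ*pkaA* strain was 3.57 ± 0.80 (SD, n = 3) at 8 h, with 2.68 on the lowest and 4.21 on the highest array (limma, adjusted p = 6.3e-06). That of *eglB* (AN3418) was 4.65 ± 0.49 (SD, n = 3, adjusted p = 1.76e-07), and that of AN4102 was 3.23 ± 0.27 (SD, n = 3, adjusted p = 1.11e-07). Over all alternatives the ratio at 8 h lay between 3.25 and 4.81 for *eglA*, between 4.42 and 5.74 for *eglB* and between 3.08 and 4.34 for AN4102. The log2 ratio of the Feature Extraction software was 4.81 for *eglA*, 5.31 for *eglB* and 4.05 for AN4102. All 3 genes were well above background in both channels on all 6 arrays.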

The expression of some GHs, like AN3200 (β-glucuronidase), AN5361 (β-glucuronidase), AN1742 (β-1,4-mannosidase), AN7401 (endo-1,4-β-xylanase) and AN7345 (glucosidase) were modulated only in the Δ*pkaA* strain (8 and 24 h cellulose), the wild-type strain showed specific modulation for AN7275 (1,4-β-xylosidase) and AN8007 (endo-1,5-α-L-arabinosidase).

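In the Δ*pkaA* strain AN3200 had a log2 ratio of 1.07 ± 0.20 (SD, n = 3) at 8 h and of 0.98 ± 0.17 (SD, n = 3) at 24 h, with adjusted p = 1.68e-05 and 3.21e-05 in limma. In complete media AN3200 was well above background on 3 of the 6 arrays and AN1742 on 2. For AN1742 the ratio was 0.71 ± 0.28 at 8 h and 0.56 ± 0.03 at 24 h (SD, n = 3 each), with adjusted p = 0.000273 and 0.00107. AN7401 rose from 2.16 ± 0.44 at 8 h to 4.18 ± 0.40 at 24 h (SD, n = 3 each). Its difference of 2.02 between the time points had adjusted p = 0.000549, but it was 0.44 with the Feature Extraction log ratio, which did not pass the threshold (adjusted p = 0.157), nor did 1.72 with the slide as a block (adjusted p = 0.0153). In simulated data limma with this block recovered only 3 of 100 genes that differed between the time points, against 67 without it. Far more genes were called in the data, where this block still called 579 higher and 541 lower. The simulated recovery therefore cannot set the loss aside. AN5361 was not well above background in either channel on any array and was not tested. AN7345 did not pass the threshold at 8 h, with a log2 ratio of -0.06 ± 0.09 (SD, n = 3, adjusted p = 0.446). At 24 h its ratio was 1.09 ± 0.17 (SD, n = 3, adjusted p = 5.1e-06), a bound of at least 2.12-fold because complete media was not well above background on these arrays.

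For AN7275 and AN8007 complete media was not well above background on any of the 6 arrays, and avicel was on all of them. In the mean of the arrays AN7275 was at least 1.19-fold higher on avicel at 8 h and at least 3.22-fold higher at 24 h. The log2 ratios were 0.25 ± 0.01 and 1.69 ± 0.27 (SD, n = 3 each). The single arrays of 24 h had 1.58, 1.49 and 2.00. The ratio of AN7275 was past the threshold at 24 h (adjusted p = 1.79e-06) but not at 8 h (adjusted p = 0.0407). At 8 h it was past the threshold with the Feature Extraction log ratio, with 2.17, an offset of 0, with 1.08, no background subtraction, with 0.34, and scaling between arrays, with 0.25. With median centring it was 0.05 and did not pass (adjusted p = 0.712), so the bound at 8 h rests on the normalization. AN8007 was at least 1.50-fold higher at 8 h and at least 1.85-fold higher at 24 h, with log2 ratios of 0.58 ± 0.17 and 0.89 ± 0.20 (SD, n = 3 each) and adjusted p = 0.000625 and 6.15e-05.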

**Fig. 1:**
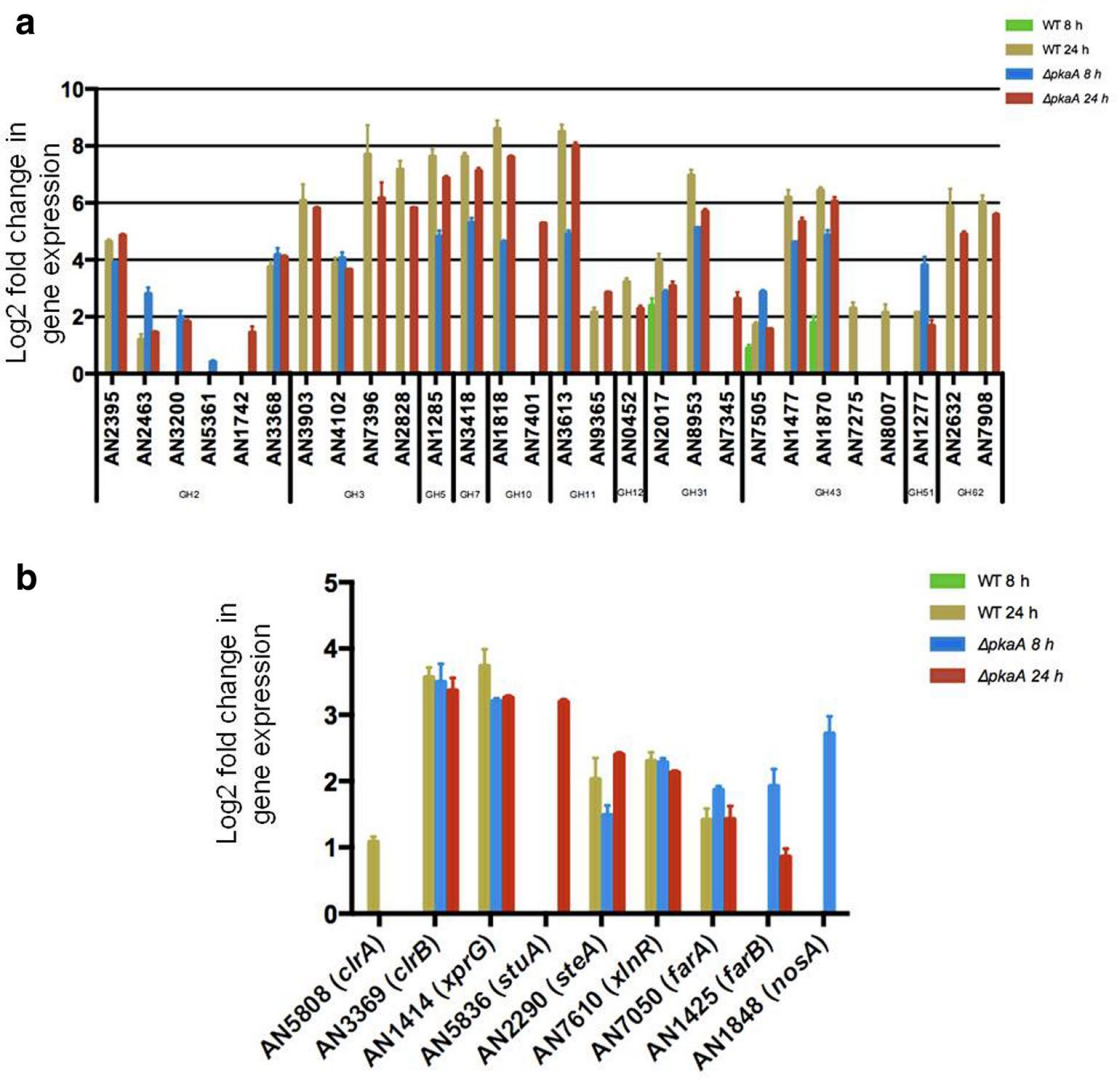
**a** Deletion of *pkaA* results in an earlier onset of glycoside hydrolase (GH) gene expression. Gene expression values are shown for various enzymes belonging to different GH families in the wild-type (WT) and Δ*pkaA* strains when grown in biological triplicates in cellulose-rich media for 8 and 24 h. **b** Genes encoding transcription factors important for cellulose, hemicellulose and fatty acid utilization as well as for mediating the carbon starvation response are up-regulated at an earlier time point in the Δ*pkaA* strain. Experiments were carried out in biological triplicates and all changes in the levels of gene expression listed here have a statistical significance of *p* < 0.01

The above-described results suggest that deletion of *pkaA* has a significant effect on carbon metabolism. Subsequently, to further investigate how PkaA is involved in these cellular processes, the expression of transcription factors involved in carbon metabolism was analyzed (Fig. 1b). The expression of the positive regulators of cellulase and xylanase genes, *clrB* (AN3369) and *xlnR* (AN7610) which are under the control of CCR [34–36], was increased after 8 h growth on avicel in the Δ*pkaA* strain but not in the wild-type strain. However, after 24-h growth on avicel the expression of both transcription factors was similar in both strains.

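At 8 h in the Δ*pkaA* strain *clrB* (AN3369) had a log2 ratio of 1.86 ± 0.20 (SD, n = 3, limma, adjusted p = 1.28e-06), and it was well above background in both channels on all 6 arrays. For *xlnR* (AN7610), which has 14 spots per array, the ratio at 8 h was 0.89 ± 0.09 (SD, n = 3, adjusted p = 1.37e-05). In complete media *xlnR* was well above background on only 3 of the 6 arrays. Over the alternatives that gave a value the ratio at 8 h lay between 1.77 and 3.49 for *clrB* and between 0.83 and 2.28 for *xlnR*.

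**Figure D2:**
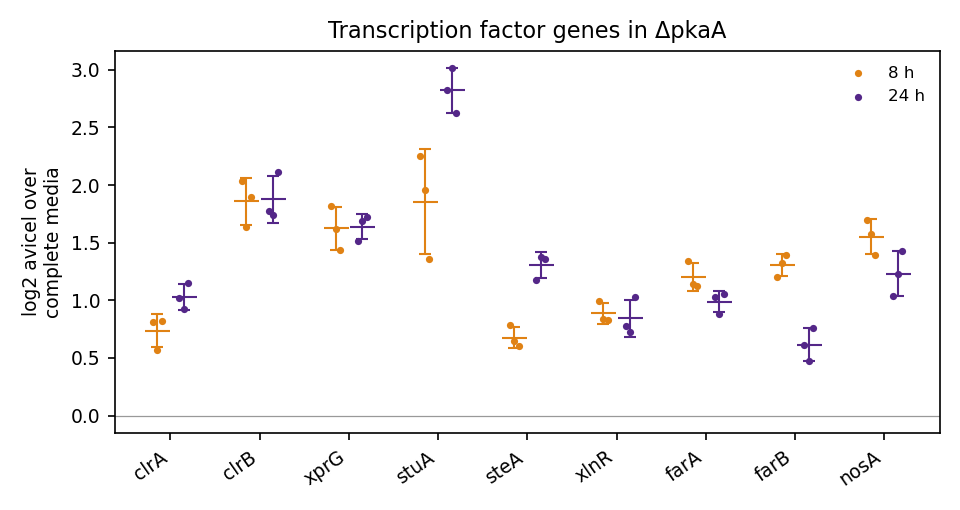
Log2 ratio of avicel over complete media (vertical axis) of 9 transcription factor genes (horizontal axis) in the Δ*pkaA* strain at 8 h and 24 h. Points are arrays, horizontal marks the mean and bars the SD of 3 arrays; every array of every gene lies above 0.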

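At 24 h in the Δ*pkaA* strain the log2 ratio of *clrB* was 1.88 ± 0.21 (SD, n = 3, limma, adjusted p = 1.34e-06). It differed from that at 8 h by 0.02 (adjusted p = 0.926), less than the spread between replicates. The ratio of *xlnR* at 24 h was 0.84 ± 0.16 (SD, n = 3, adjusted p = 2.13e-05). In the mean of the arrays this is at least 1.79-fold, since complete media was not well above background on them. With 1 array left out the ratio was 0.75 to 0.90. The ratio of *xlnR* at 24 h differed from that at 8 h by -0.05 (adjusted p = 0.747).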

The transcriptional activators, *farA* and *farB,* regulate genes important for fatty acid utilization [37]. Similar to *clrB* and *xlnR*, the expression of *farB* was increased after 8 h on avicel in the Δ*pkaA* strain only, while *farA* was induced in the Δ*pkaA* strain after 8 h and 24 h but not in the wild-type strain, indicating the activation of fatty acid utilization in the Δ*pkaA* strain. 

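In the Δ*pkaA* strain *farA* (AN7050) had a log2 ratio of 1.20 ± 0.12 (SD, n = 3) at 8 h and of 0.99 ± 0.09 (SD, n = 3) at 24 h, with adjusted p = 1.39e-06 and 4.51e-06 in limma. The difference of -0.21 between the time points did not pass the threshold (adjusted p = 0.0923). For *farB* (AN1425) the ratio was 1.30 ± 0.09 (SD, n = 3, adjusted p = 1.27e-06) at 8 h and 0.61 ± 0.14 (SD, n = 3, adjusted p = 9.72e-05) at 24 h. Its difference of -0.69 was past the threshold (adjusted p = 0.000881), but -0.69 with the slide as a block was not (adjusted p = 0.0175). Limma with this block recovered only 3 of 100 differing genes in simulated data. Far more genes were called in the data, where this block still called 579 higher and 541 lower.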

Fatty acids can serve as sole carbon source for fungi and are degraded to acetyl-CoA and other Krebs cycle components, mainly in peroxisomes [37]. Fatty acids have been shown to be important for fungal development and secondary metabolite production. *farA* is the orthologue of *PEX6* in *S. cerevisiae*, a protein required for the import of proteins into the peroxisome [37]. FarB was shown to be important for short-chain fatty acid utilization [37]. Additionally, *xprG* (AN1414), a transcription factor involved in the regulation of extracellular proteases and in the regulation of the carbon starvation response [38], was also up-regulated at an earlier time point during growth on avicel in the Δ*pkaA* strain. 

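The log2 ratio of *xprG* in the Δ*pkaA* strain was 1.62 ± 0.19 (SD, n = 3) at 8 h and 1.64 ± 0.11 (SD, n = 3) at 24 h, with adjusted p = 8.93e-07 and 9.35e-07 in limma. The difference between the time points, 0.02 (adjusted p = 0.923), was smaller than the spread between replicates.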

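Further transcription factor genes of Fig. 1b, *steA*, *nosA* and *clrA*, were higher on avicel in the Δ*pkaA* strain at both time points. The ratio of *steA* (AN2290) was 0.68 ± 0.09 (SD, n = 3) at 8 h and 1.30 ± 0.11 (SD, n = 3) at 24 h. It was higher at 24 h by 0.63 (limma, adjusted p = 0.000913), while 0.50 with the slide as a block did not pass the threshold (adjusted p = 0.0236). For *nosA* (AN1848) the ratio was 1.55 ± 0.15 at 8 h and 1.23 ± 0.20 at 24 h (SD, n = 3 each), the latter at least 2.35-fold. For *clrA* (AN5808), whose complete media signal was not well above background on any of the 6 arrays, the ratio was 0.74 ± 0.14 at 8 h and 1.03 ± 0.11 at 24 h (SD, n = 3 each), which is at least 1.67-fold and at least 2.04-fold. Neither *nosA* nor *clrA* differed between the time points past the threshold (adjusted p = 0.0674 and 0.0449). The gene of the repressor CreA (*creA*, AN6195) had a ratio of 0.55 ± 0.22 (SD, n = 3, adjusted p = 0.00113) at 8 h and of 1.18 ± 0.17 (SD, n = 3, adjusted p = 1.56e-05) at 24 h.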

The earlier up-regulation of these transcription factors as well as of the genes encoding hydrolytic enzymes suggest that *ΔpkaA* is experiencing increased metabolic stress due to defects in carbon uptake, storage, and sensing, and this is probably impacting enzyme regulation and CCR.

Furthermore, genes which were up- or down-regulated in both strains when compared to control condition (complete medium) were submitted for MIPS FunCat categorization. *ΔpkaA*-specific transcriptional alterations included genes encoding proteins involved in fatty acid metabolism, protein degradation, peroxisomal transport, stress response and biogenesis of vacuoles or lysosomes after 8 h treatment with avicel (Table 1; Additional file 2: Table S2). 

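Of the categories named for the Δ*pkaA* strain, the gene lists of Table S2 could be read in full for peroxisomal transport, heat shock response and vacuole or lysosome. The lists of fatty acid metabolism and protein degradation were readable only in part and were not tallied. The paper listed these genes because it called them on these arrays, so only tallies are given. At 8 h, all 10 genes of peroxisomal transport were higher on avicel than in complete media, with a median log2 ratio of 0.97. Of the 10 tested genes of heat shock response, 9 were higher and 1 was lower, with a median of 1.91. The 11 genes of vacuole or lysosome were all higher, with a median of 0.94. Together 30 of the 31 tested genes were higher. With 1 array left out at a time the count of higher genes at 8 h lay between 27 and 30. The methods' t-test after Benjamini-Hochberg adjustment called 1, but in simulated data it recovered 0 of 150 changed genes at 8 h.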

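For the categories of lower genes in the Δ*pkaA* strain, Table S2 lists 77 genes of the pyruvate dehydrogenase complex, DNA synthesis and replication, translational control, nuclear membrane and nuclear transport, and all 77 were lower on avicel at 8 h. Their median log2 ratio was -1.08 and the range was -2.81 to -0.23. The median was -0.85 for the 31 genes of DNA synthesis and replication, -1.72 for the 23 of translational control, -0.78 for the 8 of nuclear membrane and -0.82 for the 21 of nuclear transport. Centring each array on its median in place of loess left 35 of the 77 genes lower and 6 higher. With that centring the median of the 77 genes was -0.31, while the median of all tested genes was 0.39, and 71 of the 77 lay below the median of all genes.

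**Figure D3:**
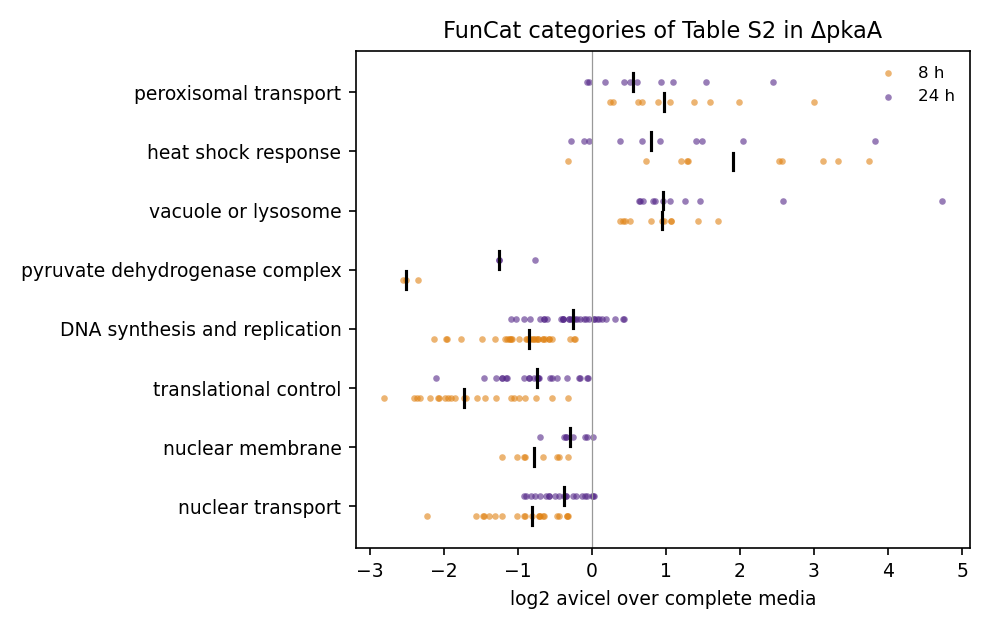
Log2 ratio of avicel over complete media (horizontal axis) of the tested genes of 8 FunCat categories of Table S2 (vertical axis) in the Δ*pkaA* strain at 8 h and 24 h, normalized by loess. Each point is a gene, the mean of 3 arrays, and the black line is the median of the category; all 77 genes of the lower 5 categories lie below 0 at 8 h, of which 35 remained lower with median centring.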

Categories of genes, which were specifically down-regulated in the Δ*pkaA* strain included proteins involved in the pyruvate dehydrogenase complex (PDC), DNA synthesis and replication, translational control and biogenesis of the nuclear membrane (Table 2; Additional file 2: Table S2). After 24 h growth in avicel, expression of genes belonging to *ΔpkaA*-specific categories remained up-regulated (protein degradation, stress response and biogenesis of vacuole or lysosome) and down-regulated (PDC, protein synthesis, nuclear transport and biogenesis) (Additional file 3: Table S3). 

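At 24 h in the Δ*pkaA* strain, 25 of the 31 tested genes of peroxisomal transport, heat shock response and vacuole or lysosome were higher on avicel than in complete media and 1 was lower, with a median log2 ratio of 0.85. Between the time points 6 of the 31 were higher and 12 lower at 24 h than at 8 h. All 11 genes of vacuole or lysosome were higher, with a median of 0.96, and 5 of them were higher and 1 was lower at 24 h than at 8 h. For heat shock response 7 of 10 genes were higher, with a median of 0.79, and 7 of the 10 were lower at 24 h than at 8 h. For peroxisomal transport 7 of 10 genes were higher, with a median of 0.56, and 4 were lower at 24 h than at 8 h.

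Of the 77 genes of the categories that were lower at 8 h, 48 were lower at 24 h and 3 were higher, with a median log2 ratio of -0.42. Between the time points 56 of them were higher at 24 h than at 8 h and 0 were lower, and 60 and 1 when adjusted over the list alone. Lower at 24 h were 18 of the 23 genes of translational control, 13 of the 21 of nuclear transport, 4 of the 8 of nuclear membrane and 15 of the 31 of DNA synthesis and replication. Median centring turned the direction at 24 h, with 8 of the 77 genes lower, 27 higher and a median of 0.25. The median of all tested genes was 0.36 with that centring, and 47 of the 77 lay below it.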

In the wild-type strain, genes encoding proteins of the PDC, kinase activator and anion and ion transport were up-regulated and genes encoding proteins involved in electron transport, transcription and vesicular transport and differentiation were down-regulated after 8 h and 24 h in the presence of avicel (Additional file 2: Table S2; Additional file 3: Table S3).

**Table 1:** MIPS functional catalog category classification of all the genes specifically up-regulated in *pkaA* deletion strain

Functional category	Genes	*p* value
01 Metabolism		
01.01.03.01.01 biosynthesis of glutamine	3	0.0382
01.01.09.04 metabolism of phenylalanine	17	0.0260
01.01.09.04.01 biosynthesis of phenylalanine	11	0.0340
01.01.11.02.02 degradation of isoleucine	5	0.0171
01.01.11.03.02 degradation of valine	5	0.0232
01.01.11.04 metabolism of leucine	11	0.0058
01.01.11.04.02 degradation of leucine	9	0.0033
01.02 nitrogen, sulfur and selenium metabolism	43	0.0389
01.05.03 polysaccharide metabolism	41	0.0114
01.05.06 C-2 compound and organic acid metabolism	9	0.0368
01.06.05 fatty acid metabolism	39	0.0035
01.20.01.05 metabolism of sugar alcohols	4	0.0047
01.20.01.09 metabolism of aminoglycoside antibiotics	3	0.0238
01.20.07 metabolism of propionic acid derivatives	2	0.0373
02 Energy		
02.01 glycolysis and gluconeogenesis	18	0.0419
02.07 pentose-phosphate pathway	12	0.0219
02.16 fermentation	28	0.0413
02.16.01 alcohol fermentation	10	0.0230
02.16.03 lactate fermentation	6	0.0069
02.25 oxidation of fatty acids	22	0.0145
14 Protein fate (folding, modification, destination)		
14.07.11.01 autoproteolytic processing	7	0.0128
14.13 protein/peptide degradation	64	0.0002
14.13.01 cytoplasmic and nuclear protein degradation	40	0.0124
14.13.04 lysosomal and vacuolar protein degradation	14	0.0073
14.13.04.02 vacuolar protein degradation	9	0.0097
18 Regulation metabolism and protein function		
18.02.10 regulation of channel activity	2	0.03735
20 Cellular transp., transp. facilities and routes		
20.01.03 C-compound and carbohydrate transport	44	0.03095
20.09.18 cellular import	73	0.01043
20.09.18.07 non-vesicular cellular import	44	0.00332
20.09.03 peroxisomal transport	10	0.00743
30 Cellular communication/signal transduct. mechanism		
30.01.05.03 protease mediated signal transduction	2	0.03735
30.01.09.03 Ca^2+^-mediated signal transduction	8	0.00950
32 Cell rescue, defense and virulence		
32.01.04 pH stress response	3	0.03822
32.01.05 heat-shock response	11	0.00852
32.07.03 detoxification by modification	11	0.03405
32.07.07 oxygen and radical detoxification	11	0.03405
32.07.07.03 glutathione conjugation reaction	4	0.04179
32.07.07.07 superoxide metabolism	4	0.03061
34 Interaction with the environment		
34.01.01.01 homeostasis of metal ions (Na, K, Ca, etc.)	29	0.03479
38 Transposable elements, viral, plasmid protein		
38.07 proteins necessary for transposon movement	4	0.01412
42 Biogenesis of cellular components		
42.19 peroxisome	14	0.00119
42.25 vacuole or lysosome	11	0.02263

**Table 2:** MIPS functional catalog category classification of all the genes specifically down-regulated in the *pkaA* deletion strain

Functional category	Genes	*p* value
01 Metabolism		
01.01 amino acid metabolism	107	0.00013
01.01.03 assim. ammonia, metab. glutamate group	27	0.00201
01.01.03.05 metabolism of arginine	10	0.01657
01.01.03.05.01 biosynthesis of arginine	8	0.00840
01.01.05 metab. urea cycle, creatine and polyamines	9	0.03639
01.01.06.01 metabolism of aspartate	7	0.00523
01.01.06.01.02 degradation of aspartate	5	0.01900
01.01.06.04 metabolism of threonine	7	0.00359
01.01.06.04.01 biosynthesis of threonine	3	0.03204
01.01.06.05 metabolism of methionine	14	0.00040
01.01.06.05.01 biosynthesis of methionine	7	0.02838
01.01.06.05.01.01 biosynthesis of homocysteine	3	0.05076
01.01.09 metabolism of the cysteine - aromatic group	43	0.02539
01.01.11.01 metabolism of alanine	3	0.00784
01.01.11.02 metabolism of isoleucine	10	0.00434
01.01.11.02.01 biosynthesis of isoleucine	8	0.00331
01.01.11.02.02 degradation of isoleucine	5	0.02647
01.01.11.03 metabolism of valine	8	0.02220
01.01.11.03.01 biosynthesis of valine	7	0.00523
01.01.11.03.02 degradation of valine	5	0.03558
01.03.01 purin nucleot/nucleoside/nucleobase metab.	33	0.00029
01.03.07 deoxyribonucleotide metabolism	7	0.01761
01.03.16 polynucleotide degradation	21	0.03254
01.03.16.01 RNA degradation	14	0.02504
01.05.13 transfer of activated C-1 groups	23	0.00011
01.05.13.03 tetrahydrofolate-dependent C-1-transfer	7	0.00237
01.06.06 isoprenoid metabolism	31	0.02022
01.06.06.11 tetracyclic and pentacyclic triterpenes (cholesterin, steroids and hopanoids) metabolism	28	0.00044
01.07 metab. vitamins, cofactors, and prosthetic groups	53	0.00514
01.07.01 biosyn. vitam, cofactors, prosthetic groups	33	0.00305
01.20.19 metabolism of secondary products derived from glycine, l-serine and l-alanine	12	0.00100
01.20.19.01 metabolism of porphyrins	10	0.00134
02 Energy		
02.07.01 pentose-phosphate pathway oxidative branch	2	0.04599
02.08 pyruvate dehydrogenase complex	3	0.05076
02.10 (citrate cycle, Krebs cycle, TCA cycle)	13	0.01823
02.13 respiration	51	0.00123
02.13.01 anaerobic respiration	6	0.00061
02.13.03 aerobic respiration	37	0.00715
10 Cell cycle and DNA processing		
10.01.03 DNA synthesis and replication	31	0.00080
10.01.03.03 ori recognition, priming complex formation	8	0.00630
11 Transcription		
11.02.01 rRNA synthesis	31	0.00153
11.04.01 rRNA processing	89	0.00002
11.04.03 mRNA processing (splicing, 5^-, 3^-end)	63	0.00398
11.04.03.01 splicing	56	0.00235
11.06.01 rRNA modification	12	0.00448
12 Protein synthesis		
12.01 ribosome biogenesis	174	0.00004
12.01.01 ribosomal proteins	126	0.00006
12.04 translation	115	0.00080
12.04.02 translation elongation	9	0.00396
12.04.03 translation termination	3	0.03204
12.07 translational control	23	0.00122
12.10 aminoacyl-tRNA-synthetases	18	0.00100
14 Protein fate (folding, modification, destination)		
14.01 protein folding and stabilization	30	0.00077
14.04 protein targeting, sorting and translocation	59	0.00044
14.10 assembly of protein complexes	56	0.00275
16 Protein binding function or cofactor required (structural or catalytic)		
16.03.01 DNA binding	68	0.05063
16.07 structural protein binding	14	0.02191
16.19.05 GTP binding	26	0.00253
16.21 complex cofactor/cosubstrate/vitamin binding	78	0.00581
16.21.05 FAD/FMN binding	27	0.02943
16.21.17 pyridoxal phosphate binding	16	0.00077
20 Cel. transp., transp. facilities and transp. routes		
20.01.01.01.01 heavy metal ion transport (Cu + , Fe3 +)	15	0.03629
20.01.03.03 C4-transport (malate, succinate, fumarate)	6	0.00356
20.01.21 RNA transport	16	0.01353
20.09.01 nuclear transport	21	0.00100
20.09.04 mitochondrial transport	48	0.00572
20.09.16.05 Type V protein secretion system	2	0.01677
42 Biogenesis of cellular components		
42.10.05 nuclear membrane	8	0.00231
42.10.07 nucleolus	4	0.00028
42.16 mitochondrion	69	0.00004

In summary, deletion of *pkaA* resulted in the up-regulation of degradation pathways and a shift in metabolism to the use of alternative energy sources (e.g., fatty acids), the down-regulation of DNA replication, protein synthesis and the PDC. Furthermore, this microarray data show that deletion of *pkaA* results in increased expression of genes encoding lignocellulosic enzymes, especially after 8 h incubation in cellulose, whereas this response was already reduced after 24 h incubation in cellulose. This indicates a change in the flux of carbon metabolism within the cell.

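Of the 67 GH-encoding genes that were higher on avicel at 8 h in the Δ*pkaA* strain, 32 rose further and were higher at 24 h than at 8 h by limma's test of the difference, while 15 were lower at 24 h than at 8 h. Over all 114 tested genes the median difference of the log2 ratio between 24 h and 8 h was 0.35. Among the GH genes of Fig. 1a, AN7505 fell from 2.41 ± 0.04 at 8 h to 1.26 ± 0.09 at 24 h (SD, n = 3 each, adjusted p of the difference = 2.38e-05), and AN1277 fell from 2.38 ± 0.27 to 0.78 ± 0.07 (SD, n = 3 each, adjusted p = 6.76e-05). AN2632 rose from 0.45 ± 0.12 to 4.08 ± 0.25 (SD, n = 3 each, adjusted p = 3.17e-06), although at 8 h it had only a bound of at least 1.37-fold and its ratio at 8 h was no longer past the threshold without 8 h replicate 1, with 0.38, or without 8 h replicate 3, with 0.47. Over the alternatives the difference of AN2632 between the time points lay between 1.89 and 4.39. With the Feature Extraction log ratio 49 of the GH genes were higher at 24 h than at 8 h and 22 were lower.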

### PkaA is involved in carbon catabolite repression (CCR)

To validate the microarray data, the wild-type, Δ*pkaA*, Δ*snfA* and the Δ*pkaA* Δ*snfA* (constructed by genetically crossing Δ*pkaA* and Δ*snfA*) strains were grown in complete media for 24 h and then transferred to minimal media supplemented with 1 % avicel or 2 % glucose plus 1 % avicel for 5 days. The growth phenotype of the double mutant was similar to the growth profile of the Δ*pkaA* strain (Additional file 4: Figure S1). The Δ*snfA* strain was included because in *S. cerevisiae,* the antagonism between PKA and Snf1 regulates carbon utilization [39, 40], while in *A. nidulans* SnfA has a great influence on cellulase/xylanase induction and CCR [8, 18, 19].

As expected, the wild-type strain showed increased (more than threefold) cellulase (EGL and CBH) production after 5 days growth on 1 % avicel. Beta-glucosidase (BGL) activity was also measured. Similarly, BGL activity was higher in the Δ*pkaA* mutant than in the wild-type strain (Fig. 2b). This is in agreement with the microarray data, where during early incubation in avicel (e.g., 8 h), the expression of *eglA*, *eglB* and a BGL-encoding gene was ~fourfold higher in the Δ*pkaA* strain than when compared to the wild-type strain. 

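At 24 h in the Δ*pkaA* strain the log2 ratio of *eglA* was 6.49 ± 0.22 (SD, n = 3), that of *eglB* was 6.64 ± 0.11 (SD, n = 3) and that of AN4102, which Table S1 gives as a β-glucosidase gene, was 2.74 ± 0.07 (SD, n = 3). The difference from 8 h was 2.92 for *eglA* (limma, adjusted p = 0.00043) and 1.99 for *eglB* (adjusted p = 0.000288). With the slide as a block that of *eglA* was 2.75 and did not pass the threshold (adjusted p = 0.0119). This block recovered only 3 of 100 differing genes in simulated data. Far more genes were called in the data, where this block still called 579 higher and 541 lower. For AN4102 the difference was -0.49 and did not pass the threshold (adjusted p = 0.0199). On 1 of the 3 arrays the spots of *eglB* were saturated on avicel.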

After 24 h though, the expression of these genes was similar between the Δ*pkaA* and wild-type strains.

**Fig. 2:**
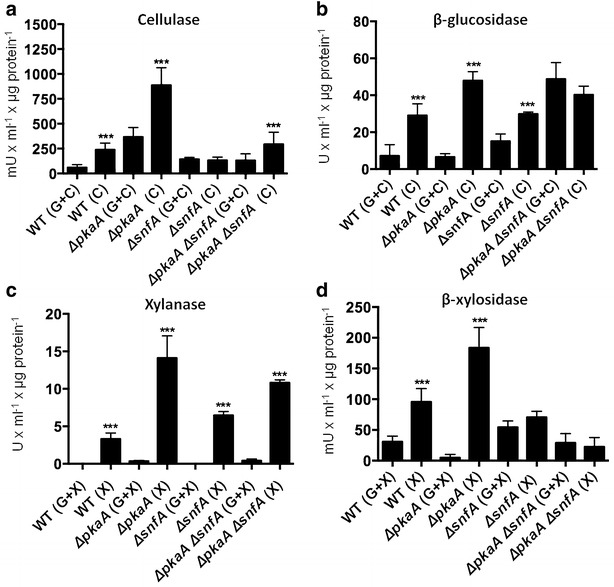
Deletion of pkaA results in an increase in secreted hydrolytic enzymes. **a** Cellulase activities, **b** β-glucosidase activities, **c** xylanase activities and **d** β-xylosidase activities in different strains. Mycelia were grown in complete media for 24 h before being transferred to minimal medium supplemented with 1 % Avicel (C, cellulose) or xylan (X) or to minimal medium supplemented with 2 % glucose and 1 % cellulose or xylan (G + C; G + X) for 5 or 3 days, respectively. Enzymatic activities were determined in culture supernatants. All enzyme activities were normalized by intracellular protein concentration. Experiments were carried out in biological triplicates and the statistical significance of (***) *p* < 0.001 between repressing (G + C; G + X) and de-repressing (C; X) conditions

To confirm whether carbon catabolite repression was active in the absence of *pkaA*, the *pkaA* deletion and wild-type strains were grown in the simultaneous presence of glucose and avicel. Cellulase secretion was repressed in the wild-type strain, whereas the Δ*pkaA* mutant showed a fourfold increase in cellulase production when compared to the wild-type strain in these conditions (Fig. 2a). The Δ*snfA* mutant was used as a negative control and showed only a basal level of cellulase production but no clear induction as was observed for the wild-type strain after transfer to avicel for 5 days. BGL activity induction was observed in the Δ*snfA* strain; however, the enzyme activity was at similar levels than in the wild-type strain. The double Δ*pkaA* Δ*snfA* deletion mutant behaved like the wild-type strain, secreting a similar amount of cellulases in the presence of avicel as the sole carbon source. An increase in the activity of BGL was observed in the double mutant under repressing and de-repressing conditions, showing levels of enzyme activity similar to the *ΔpkaA* mutant under de-repressing conditions. These results suggest that the Δ*pkaA* mutation can suppress the *ΔsnfA* mutation and that both genes are somehow genetically interacting.

To check if de-repression also occurs in the presence of xylan, the Δ*pkaA*, Δ*snfA,* Δ*pkaA* Δ*snfA* and wild-type strains were grown in complete media and subsequently transferred to media containing only 1 % xylan or 1 % xylan supplemented with 2 % glucose for 3 days before xylanase and β-xylosidase (BXL) activities were measured in the culture supernatants. Xylanase activity was increased in the presence of xylan and repressed in the simultaneous presence of xylan and glucose in the wild-type strain. In the Δ*pkaA* mutant, xylanase activity was three times higher than in the wild-type strain in the presence of xylan. This is in agreement with the microarray data where the major xylanase-encoding genes *xlnA* and *xlnC* were up-regulated ~4.6- and ~4.9-fold, respectively, after 8-h incubation in cellulose in the Δ*pkaA* strain but not in the wild-type strain (Additional file 2: Table S2). In contrast, after 24-h incubation in cellulose, *xlnA* and *xlnC* gene expression was similar between the wild-type and Δ*pkaA* strains.

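At 8 h in the Δ*pkaA* strain the log2 ratio of *xlnA* (AN3613) was 4.01 ± 0.34 (SD, n = 3, limma, adjusted p = 1.11e-07) and that of *xlnC* (AN1818) was 2.90 ± 0.21 (SD, n = 3, adjusted p = 1.07e-07). With the Feature Extraction software it was 4.89 for *xlnA* and 4.61 for *xlnC*. Another xylanase gene of Fig. 1a, *xlnB* (AN9365), was lower on avicel at 8 h, with -0.66 ± 0.20 (SD, n = 3, adjusted p = 0.000445). With median centring the ratio of *xlnB* was -0.17 and did not pass the threshold.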

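At 24 h the avicel signal of *xlnA* and *xlnC* was saturated on all 3 arrays of the Δ*pkaA* strain, so that only lower bounds can be given. In the mean of these arrays *xlnA* was at least 169-fold and *xlnC* at least 134-fold higher on avicel than in complete media. The mean log2 ratios were 7.40 and 7.07. With 1 array left out they were 7.31 and 7.03 at lowest. The log2 ratio of *xlnB* at 24 h was 2.48 ± 0.21 (SD, n = 3, limma, adjusted p = 2.98e-07). It was higher than at 8 h by 3.14 (adjusted p = 5.1e-06).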

Xylanase activity was also increased in the simultaneous presence of glucose and xylan in the Δ*pkaA* strain than when compared to the wild-type strain (Fig. 2c). Again, this confirms that deletion of *pkaA* increases hydrolytic enzyme secretion. BXL activity was measured in the same conditions and results were similar to the ones shown for BGL activity. BXL activity was higher in the *ΔpkaA* strain than when compared to the wild-type strain in the presence of xylan but not in the simultaneous presence of glucose and xylan (Fig. 2d). There is no difference in BXL activity in the *ΔsnfA* strain and the double mutant in repressing and de-repressing conditions (Fig. 2d).

These enzymatic data validate the microarray and implies that the deletion of *pkaA* renders the fungus partially blind to the presence of glucose, suggesting a role for PkaA in CCR. Additionally, these results also suggest a complex genetic interaction between PkaA and SnfA during cellulase induction and glucose de-repression.

### Deletion of *pkaA* results in reduced CreA nuclear localization upon growth on glucose

The above-mentioned results suggest that PkaA is involved in glucose metabolism and/or CCR. Cellular localization of CreA::GFP in the wild-type and Δ*pkaA* strains was assessed when the strains were grown in minimal media supplemented with 1 % glucose or 1 % avicel. In the wild-type and Δ*pkaA* strains, 96 and 25 % of CreA::GFP localized to the nucleus in the presence of glucose whereas 2 and 20 % of CreA::GFP localized to the nucleus in the presence of avicel (Table 3). These results further indicate that PkaA is involved in CCR as CreA is (partially) unable to localize to the nucleus during repressing conditions in the absence of *pkaA*.

**Table 3:** Percentage of CreA::GFP nuclear localization in different strains under different conditions

Strain	Grown in	Nuclear CreA (%)
*creA::GFP*	1 % Glucose	96
*creA::GFP ΔpkaA*	1 % Glucose	25
*creA::GFP*	1 % Avicel	2
*creA::GFP ΔpkaA*	1 % Avicel	20

Strain	Transfer to	Nuclear CreA (%)
*creA::GFP*	1 % Avicel	17
*creA::GFP ΔpkaA*	1 % Avicel	24
*creA::GFP*	1 % Glucose	100
*creA::GFP ΔpkaA*	1 % Glucose	67

Spores were inoculated in 1 % glucose or avicel for 16 h at 22 °C before being transferred to minimal media supplemented with 1 % avicel for 5 h or before 1 % glucose was added to the overnight avicel cultures for 30 min

### PkaA is involved in protein secretion and hyphal branching

As shown by the microarray analysis and enzymatic assays, expression of genes encoding cellulases and xylanases was up-regulated and the secretion of cellulases and xylanases was increased in the Δ*pkaA* strain (Fig. 2). To know whether secretion is specifically responsible for this increase in lignocellulolytic enzyme production or whether it is due to morphological changes, the microarray data were analyzed for the expression of genes involved in protein secretion. Six genes which encode proteins involved in the secretion process were up-regulated after 8-h incubation in cellulose in the Δ*pkaA* strain but not in the wild-type strain. These genes encoded a protein with SNAP receptor activity (AN8488), proteins with transmembrane activity and membrane localization (AN8983, AN5763, AN5559 and AN4019) and a putative transmembrane transporter (AN7295). 

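At 8 h in the Δ*pkaA* strain 5 of these 6 genes were higher on avicel than in complete media and 0 were lower. The largest log2 ratio was that of AN5763, with 4.35 ± 0.35 (SD, n = 3, limma, adjusted p = 1.79e-07). The ratio of AN4019 was 1.32 ± 0.09 (SD, n = 3, adjusted p = 2.54e-06), that of AN8488 was 1.00 ± 0.14 (SD, n = 3, adjusted p = 7.91e-06) and that of AN7295 was 0.94 ± 0.11 (SD, n = 3, adjusted p = 3.37e-05). AN8983 had a ratio of 0.72 ± 0.12 (SD, n = 3, adjusted p = 1.39e-05). AN5559 did not pass the threshold, with 0.11 ± 0.06 (SD, n = 3, adjusted p = 0.0782). It was not well above background in complete media on any of the 6 arrays, and with an offset of 0 or the Feature Extraction log ratio it was past the threshold, with 0.61 and 0.92.

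**Figure D4:**
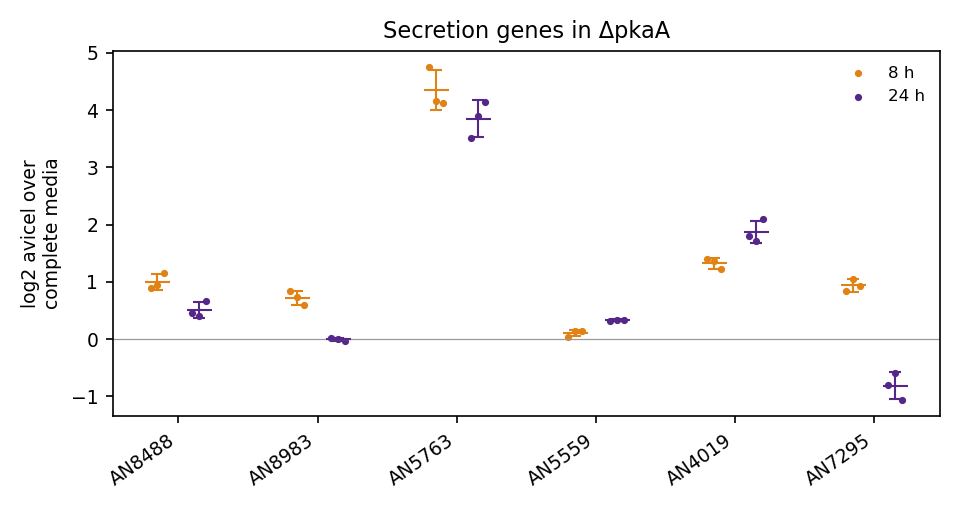
Log2 ratio of avicel over complete media (vertical axis) of 6 secretion genes (horizontal axis) in the Δ*pkaA* strain at 8 h and 24 h. Points are arrays, horizontal marks the mean and bars the SD of 3 arrays; the arrays of AN7295 lie above 0 at 8 h and below 0 at 24 h.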

After 24-h growth in cellulose, the expression of these genes was similar between the Δ*pkaA* and wild-type strains. 

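At 24 h in the Δ*pkaA* strain AN7295 was lower on avicel than in complete media, with a log2 ratio of -0.81 ± 0.23 (SD, n = 3, limma, adjusted p = 8.89e-05), and lower than at 8 h, with a difference of -1.75 (adjusted p = 3.67e-05). With median centring the ratio of AN7295 at 24 h was -0.37 and did not pass the threshold (adjusted p = 0.048), nor did that of AN5559, with 0.14 (adjusted p = 0.277). AN8983 was not well above background in either channel at 24 h, and its avicel signal at 8 h was at least 2.7-fold that at 24 h. The ratio was 3.85 ± 0.32 for AN5763, at least 14.4-fold, 1.87 ± 0.20 for AN4019, 0.51 ± 0.14 for AN8488 and 0.33 ± 0.02 for AN5559, at least 1.23-fold (SD, n = 3 each). The bound of AN5559 rests on the normalization, since its ratio was only 0.14 with median centring. Between the time points AN8488 was lower at 24 h by a log2 difference of -0.49 (adjusted p = 0.00653) and AN4019 was higher by 0.54 (adjusted p = 0.00573). Neither difference passed the threshold with the slide as a block or when any of the 3 arrays of 8 h was left out, with -0.54 to -0.41 for AN8488 and 0.49 to 0.58 for AN4019. With the slide as a block limma recovered only 3 of 100 differing genes in simulated data. Far more genes were called in the data, where this block still called 579 higher and 541 lower. The difference of AN4019 did not pass with the replicate number as a block either (adjusted p = 0.0175). The losses also occurred without 24 h replicate 1 for both genes and without 24 h replicate 2 for AN8488. AN5763 and AN5559 did not differ past the threshold (adjusted p = 0.0908 and 0.0322).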

To further investigate the influence of *pkaA* on secretion, a *ΔpkaA* GFP::SynA strain was generated by crossing the respective parental strains and the amount and fluorescence of GFP::SynA was assessed during growth in cellulose-minimal media. SynA is a V-SNARE synaptobrevin protein involved in the secretion pathway that localizes to the plasma membrane in actively growing hyphal apex [41, 42]. In agreement with the microarray results, Western blot analysis showed that GFP::SynA levels were about fivefold higher in the Δ*pkaA* strain than when compared to the wild-type strain after 5 days of growth in cellulose (Fig. 3a). No differences were observed in GFP::SynA distribution to the hyphal apex of germlings of the parental GFP::SynA and the *ΔpkaA* GFP::SynA strains after growing for 16 h in cellulose (Additional file 4: Figure S2).

**Fig. 3:**
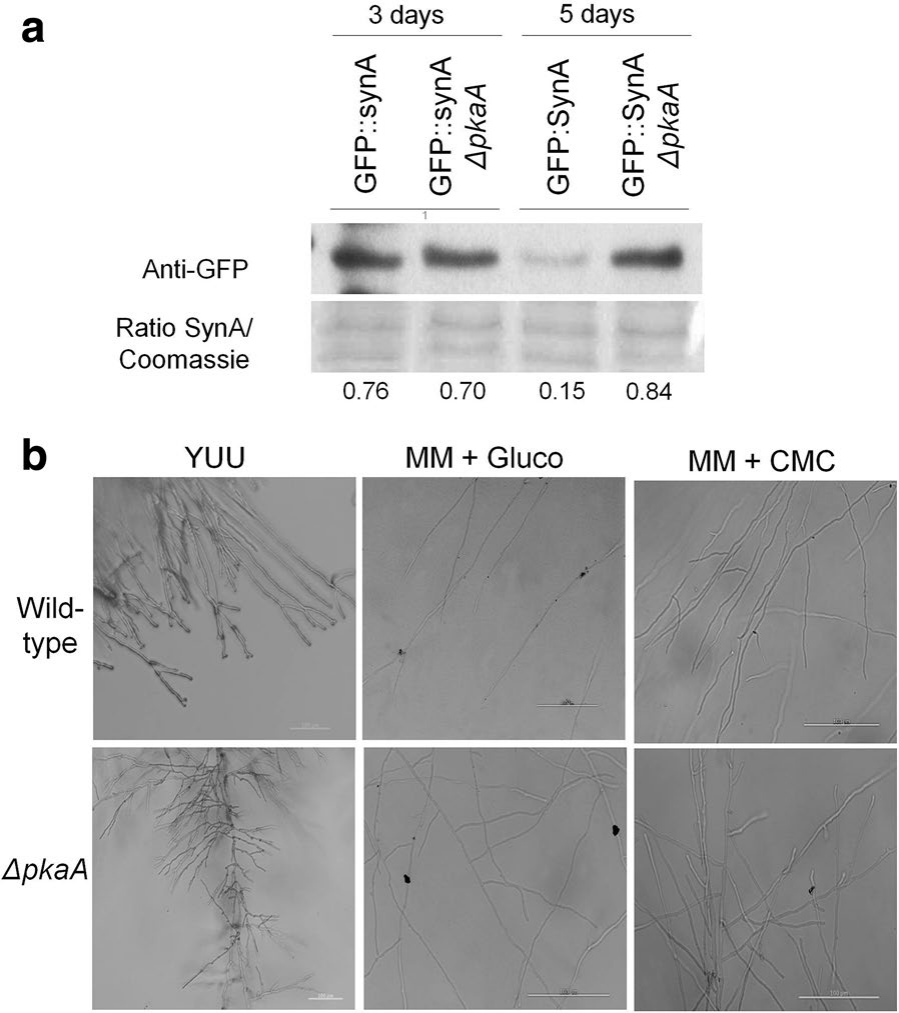
Deletion of *pkaA* results in increased hyphal branching. **a** Western blot of GFP::SynA. Mycelia were grown from spores in complete media for 24 h and then transferred to minimal media supplemented with 1 % cellulose for 3 and 5 days before proteins were extracted. For normalization, a gel was run with the total protein extract and subsequently stained with *Coomassie blue*. **b** Mycelia were grown from spores in complete media (YUU), minimal media supplemented with glucose (MM + Gluco) or minimal media supplemented with CMC carboxymethylcellulose (MM + CMC) for 3 days at 37 °C. Pictures were taken at a ×20 magnification (*scale bar* 100 μm)

Subsequently, the morphology and number of hyphal tips were assessed and evaluated in the Δ*pkaA* strain, as increased protein secretion could correlate with fungal colony morphology. Deletion of *pkaA* resulted in increased branching (and hence an increased number of tips) when grown in complete media and minimal media supplemented with glucose or CMC (Fig. 3b). It appears that the deletion of *pkaA* results in an increased area of secretion which may contribute to the higher amounts of proteins secreted (Additional file 4: Figure S3). At the same time, components of the secretion pathway seem to be up-regulated at early and late time points in the Δ*pkaA* strain, which may also contribute to the observed increase in enzyme secretion. Taken together our results suggest that *A. nidulans* PkaA is important for hyphal branching and secretion.

### PkaA translation is triggered under carbon starvation and carbon catabolite de-repressing conditions

There is very little information about the translation and/or localization of PkaA in *A. nidulans.* In *S. cerevisiae* there are three homologues of *pkaA*, termed *TPK1*, *TPK2* and *TPK3*, whose expression after carbon source limitation in the stationary phase or in the presence of glycerol was increased [43]. The activity of Tpk1p is controlled by auto-phosphorylation on serine residues. Under starvation or glycerol-rich conditions, Tpk1p is de-phosphorylated [44] and CCR is released. To assess the translation and localization of PkaA in *A. nidulans*, the corresponding PkaA::GFP fusion was constructed. All phenotypes of the PkaA::GFP strain, including growth and conidiation, were essentially identical to the wild-type parent. The PkaA::GFP strain was grown in minimal media supplemented with glucose and then transferred to minimal media supplemented with avicel or without any carbon source for 0, 15, 30, 60 and 120 min. PkaA translation was assessed by Western blot and fluorescence microscopy. Translation of PkaA increased during the first 30 min after transfer to starvation conditions, as revealed by both microscopy and Western blot, whereas after 60 min translation started to decrease (Fig. 4a, c). In accordance, PkaA activity peaked after 30 min in carbon starvation, before dropping again after 2 h (Fig. 4b). Similar results were observed when cellulose was used as a single carbon source (Fig. 5a, b). The opposite was observed under the microscope when growing PkaA::GFP in minimal media supplemented with avicel and then transferred to glucose: fluorescence started to decrease after 15 min in glucose (Fig. 6). These results show that the translation of PkaA increases in carbon starvation conditions.

**Fig. 4:**
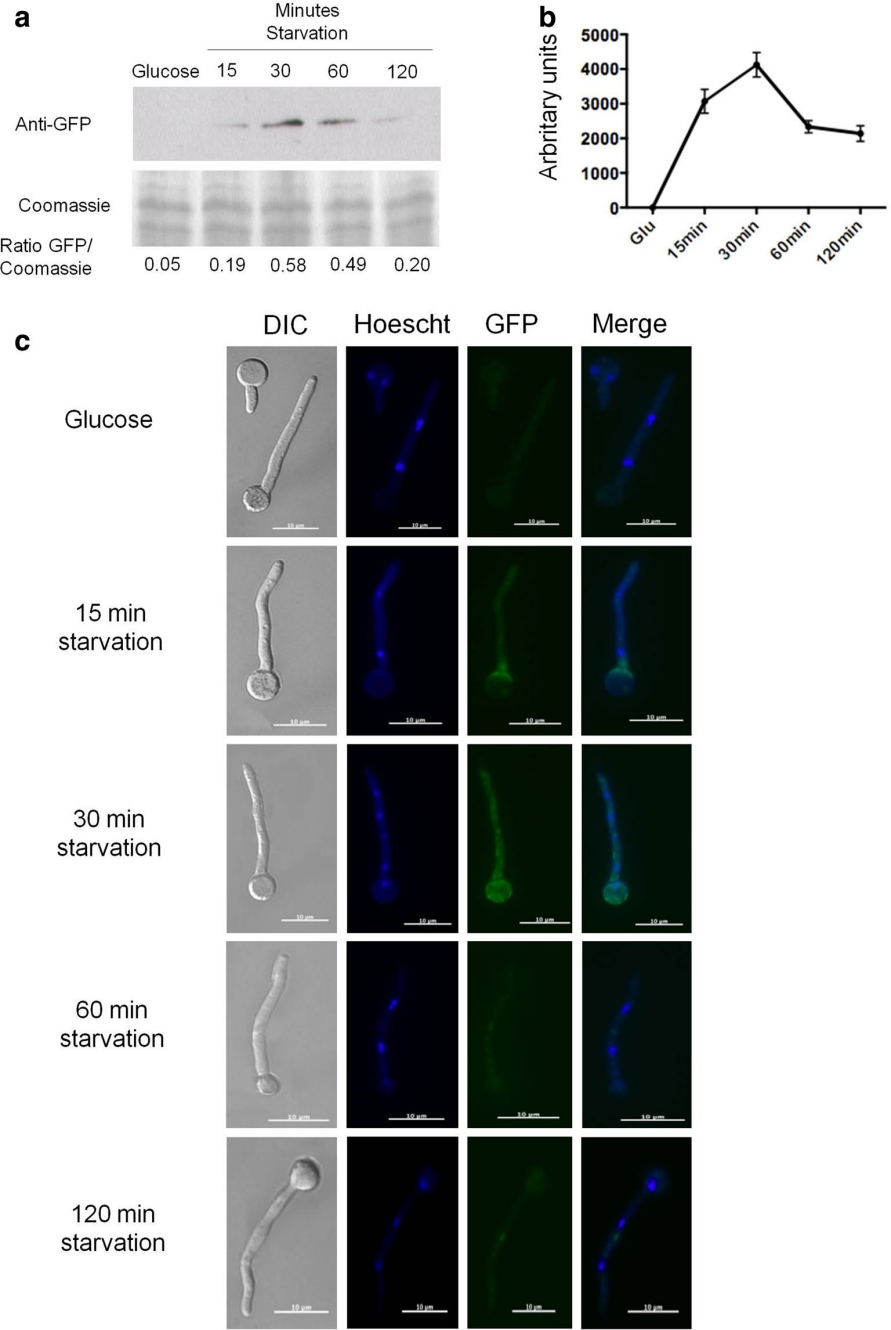
PkaA is involved in the response to carbon starvation. **a** Western blot, **b** PkaA activity and **c** fluorescence microscopy of pkaA::GFP. Mycelia were grown from spores in minimal media supplemented with 1 % glucose for 16 h at 22 °C, washed 2× with water before being transferred to minimal media without any carbon source (starvation) for 15, 30, 60 and 120 min

**Fig. 5:**
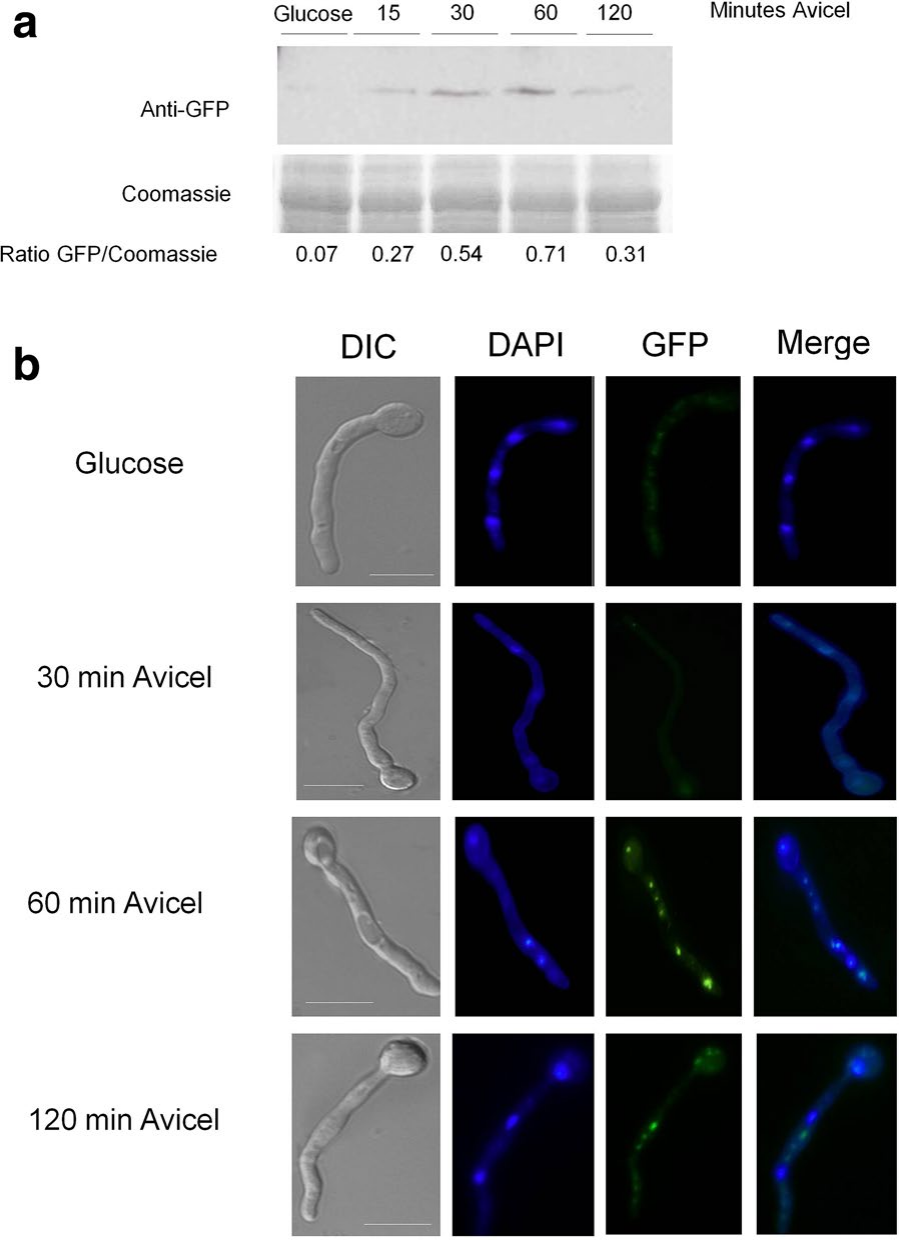
PkaA is involved in the response to carbon starvation. **a** Western blot *pkaA::GFP*. The *pkaA::GFP* strain was grown in minimal media supplemented with 1 % glucose and then transferred to minimal media supplemented with 1 % avicel for the indicated amounts of time. **b** Fluorescence microscopy of PkaA::GFP grown in the same condition described above

**Fig. 6:**
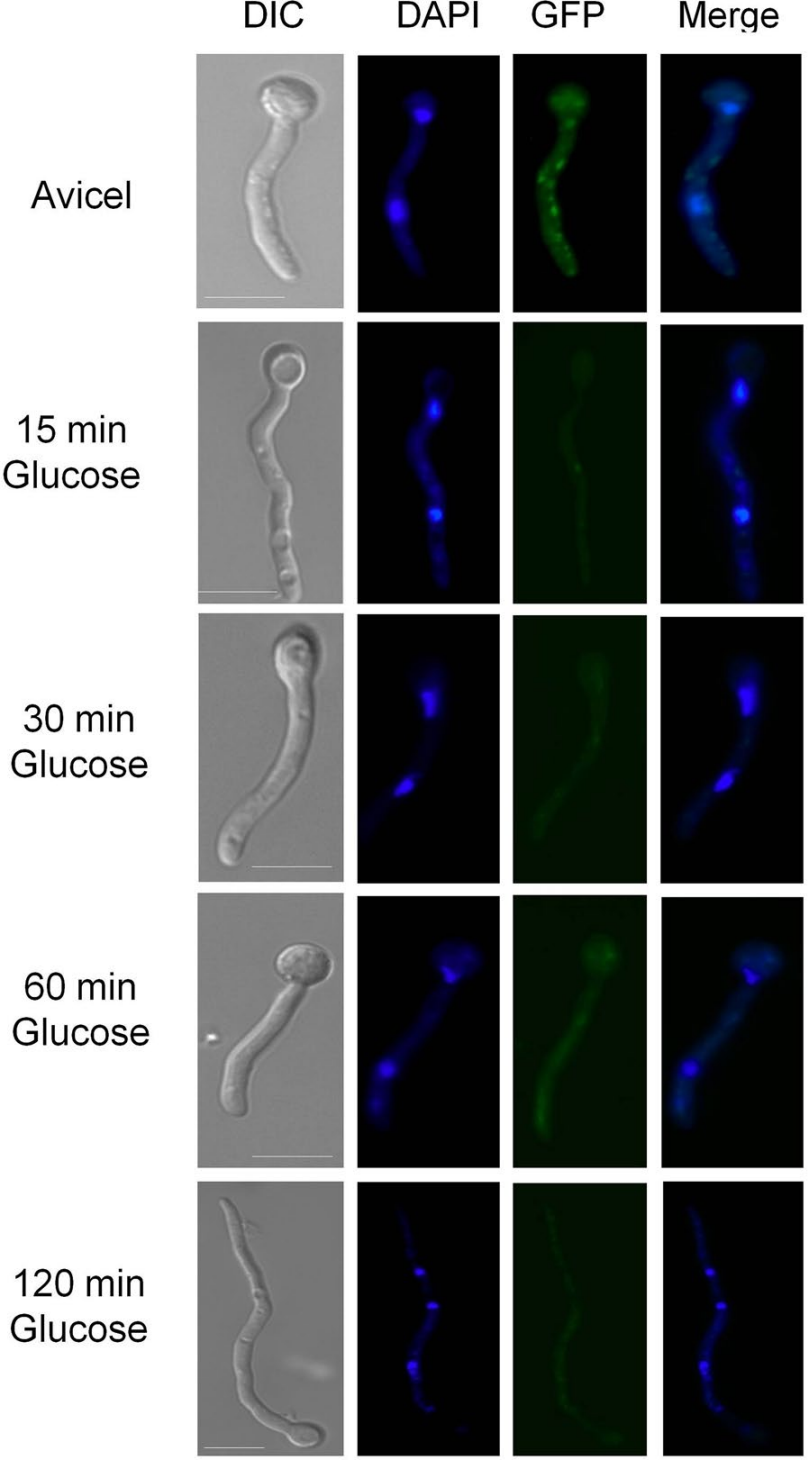
PkaA is involved in the response to carbon starvation. Fluorescence microscopy of *pkaA:GFP* when grown from spores in 1 % avicel for 24 h and then transferred to minimal media supplemented with 1 % glucose as sole carbon source

### PkaA is involved in glucose uptake and glycolysis in *A. nidulans*

In mammalian cells, PKA controls the phosphorylation of phosphofructokinase 1 (PFK1), a protein with kinase/phosphatase bi-functional activity. Under glucose limitation, increased levels of cAMP activate PKA which in turn phosphorylates PFK1, hence activating the glycolytic pathway and blocking the gluconeogenesis pathway [45]. This study implicated a role for PkaA in the regulation of CCR and glycolysis in *A. nidulans*. Subsequently, the wild-type and Δ*pkaA* strains were grown in complete medium for 24 h before being transferred to minimal medium supplemented with glucose for 24 h. The ability to take up glucose was then quantified in both strains. The Δ*pkaA* strain showed reduced glucose uptake as after 24-h incubation in glucose there still remained a small amount of glucose in the minimal medium, whereas the wild-type strain consumed all the glucose after 20 h (Fig. 7a). Furthermore, hexokinase/glucokinase activities, the enzymes which convert glucose to glucose-6-phosphate during the first step of glycolysis were reduced in the Δ*pkaA* strain (32.43 nmol mg^−1^ min^−1^) when compared to the wild-type strain (154.07 nmol mg^−1^ min^−1^) (Fig. 7b).

**Fig. 7:**
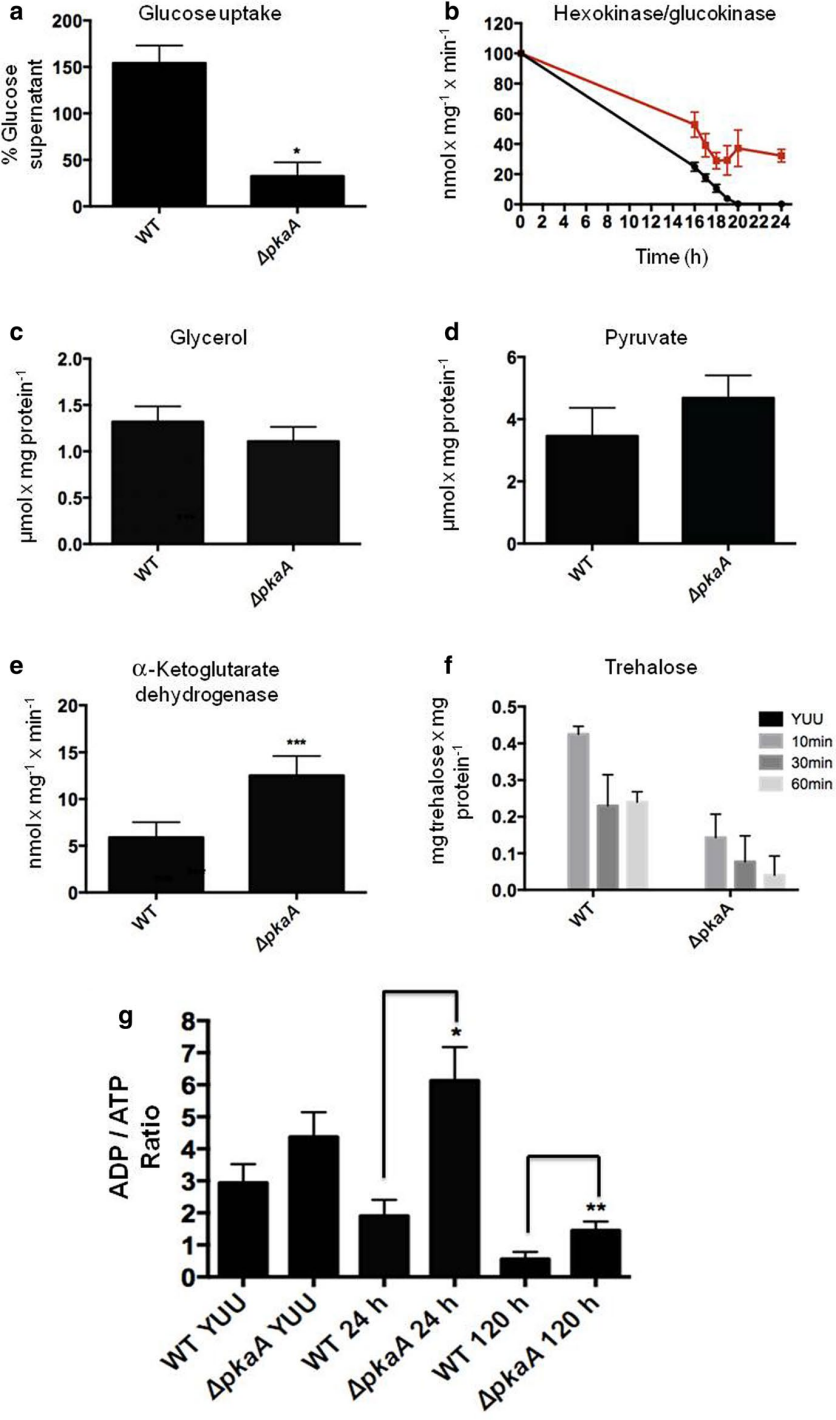
PkaA is involved in glycolysis and controls the expression of genes required for using alternative carbon sources. **a** glucose uptake, **b** hexokinase/glucokinase activity, **c** glycerol levels, **d** pyruvate levels, **e** α-Ketoglutarate dehydrogenase activities and **f** trehalose utilization in the wild-type and Δ*pkaA* strains. Mycelia were grown from spores in complete media and then transferred to minimal media supplemented with glucose for 24 h or to glucose and 1 M sorbitol for 10, 30 and 60 min. **g** Strains were grown in complete media for 24 h and then transferred to minimal media supplemented with 1 % cellulose for 24 and 120 h before the ADP/ATP ratio was measured in mycelia cell extracts. Experiments were carried out in biological triplicates and the statistical significance of *p < 0.05, **p < 0.01 and ***p < 0.001

To check if other glucose metabolism-related intermediates were also reduced in the Δ*pkaA* strain, glycerol and pyruvate levels were quantified in both strains after growth in the same conditions as described above. Glycerol and pyruvate levels were similar in the wild-type and Δ*pkaA* strains (Fig. 7c, d). These results suggest that deletion of *pkaA* influences glucose uptake and the first step in glycolysis. The reduction in glucose uptake and subsequent metabolism would lead to the fungus using intracellular reserves. To support this hypothesis, the activity of the mitochondrial enzyme alpha-ketoglutarate dehydrogenase (KGDH) was measured. Indeed, KGDH activity was significantly increased in *ΔpkaA* strain than when compared to the wild-type strain (Fig. 7e). To verify if the *ΔpkaA* strain had reduced ability to accumulate osmolytes such as trehalose, an intracellular storage compound required during fungal spore germination [21, 23, 46–48], the two strains were grown in complete media for 24 h and then transferred to minimal media supplemented with glucose plus 1 M sorbitol. After 10 min of incubation in sorbitol-rich conditions, trehalose levels were increased (0.425 and 0.143 mg trehalose.mg protein^−1^) in both the wild-type and Δ*pkaA* strains, respectively. After 60 min of incubation, trehalose levels were reduced in both strains with the wild-type having 0.24 mg trehalose.mg protein^−1^ and Δ*pkaA* having 0.04 mg trehalose.mg protein^−1^, indicating almost complete use of trehalose in the latter strain (Fig. 7f). In summary, these results indicate that the *ΔpkaA* mutant has reduced glucose uptake and metabolism due to reduced hexokinase activity and, therefore, increased the utilization of intracellular stores such as trehalose, required for maintaining normal glycerol and pyruvate levels, which are generated by gluconeogenesis.

The cells energetic status was then investigated by measuring the intracellular ADP/ATP ratio as glucose metabolism was expected to be decreased in the Δ*pkaA* strain; hence, ATP production should be reduced, increasing the ADP/ATP ratio. Subsequently, the wild-type and Δ*pkaA* strains were grown in complete media for 24 h and then transferred for 24 and 120 h to minimal media supplemented with 1 % avicel. The wild-type strain had an ADP/ATP ratio of 3.0 in complete media and after 24 and 120 h post-transfer to avicel the ratio was reduced to 1.5 and 0.5, respectively, indicating that the glucose released during cellulose degradation was being taken up by the cell. The *ΔpkaA* strain had an ADP/ATP ratio of 4.5 in complete media and after 24 h growth in avicel of 6.0, showing that the glucose released from cellulose degradation is not being completely metabolized which in turn reduced ATP production. After 120 h of growth in avicel, the ratio was reduced to 1.45, because part of the glucose released from cellulose degradation was metabolized. However, the ADP/ATP ratio in the wild-type strain was three times lower than in the Δ*pkaA* strain, further highlighting the reduced ability of this strain to sense, internalize or metabolize glucose (Fig. 7g). Collectively, these results suggest that PkaA influences glycolysis, subsequently affecting CCR and the energetic status of the cell.

## Discussion

The production of bioethanol from plant biomass is economically dependent on the efficiency of hydrolytic enzyme production. To improve the efficiency of hydrolytic enzyme production in filamentous fungi, it is necessary to understand the mechanisms controlling protein synthesis and secretion. This study shows that the deletion of *pkaA* resulted in increased lignocellulolytic enzyme production. Microarray analysis showed that after 8-h incubation in cellulose, cellulase and xylanase gene expression was increased. This increase in gene transcription was not observed in the wild-type strain. Similarly, after 5 days of incubation in cellulose, the Δ*pkaA* strain secreted a higher amount of xylanases and cellulases than the wild-type strain. However, microarray data also showed that after 24 h, the expression of some genes (e.g., *eglA*, *eglB*, *xlnA* and *xlnC*) was similar between both strains. In this study, gene expression was assessed at early time points (8 and 24 h) whereas enzyme activity assays were carried out at a much later time point (5 days). It is likely that lignocellulolytic enzyme activities and regulation of their responding genes, remained high in the Δ*pkaA* strain at all the time points tested, whereas in the wild-type strain, there may be fluctuations in enzyme expression/secretion due to CCR. This hypothesis is further supported by results which showed that lignocellulolytic enzyme activities remained high in the simultaneous presence of an inducing (cellulose/xylan) and repressing (glucose) carbon source in the Δ*pkaA* strain; whereas these enzymes were tightly repressed in the wild-type strain under the same conditions. Furthermore, this work showed that deletion of *pkaA* resulted in severe defects in glucose metabolism. CreA-mediated CCR tightly controls the transcription of lignocellulolytic enzymes [8], favoring the usage of preferred carbon sources such as glucose. Deletion of *pkaA* resulted in the reduced ability of CreA to localize to the nucleus, repressing alternative carbon usage in the presence of glucose. These results indicate that deletion of *pkaA* renders the fungus partially blind to the presence of glucose. In accordance, the genome-wide microarray analyses showed that the deletion of the *pkaA* caused a quicker response to cellulose in the induction of genes encoding cellulases, xylanases, β-glucosidases and β-xylosidases, which are repressed by CreA and are involved in lignocellulose biomass degradation.

Indeed, glucose uptake was reduced in the Δ*pkaA* strain and more interestingly, the activity of the glucokinase/hexokinase which catalyzes the first step in glycolysis is also severely reduced in this deletion mutant. This enzyme phosphorylates glucose which serves as a signal for CreA nuclear localization [4]. In addition, CreA may be unable to locate to the nucleus in the presence of glucose. Thus, deletion of *pkaA* results in a severe defect to the correct uptake and metabolism of glucose, forcing the cell to shift its metabolism to using alternative carbon sources.

Glycolysis results in the production of pyruvate, which can be metabolized by two routes: (1) fermentation, through the pyruvate decarboxylase complex resulting in the production of acetaldehyde which is converted to ethanol [49], or (2) the tricarboxylic acid cycle (TCA). The role of the pyruvate dehydrogenase complex (PDC), which converts pyruvate to acetyl-CoA and directs metabolism towards the TCA cycle is central to determining the fate of pyruvate and reactions triggered by this enzymatic complex are irreversible [50]. 

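The 3 genes that Table S2 lists for the PDC, AN9403, AN5162 and AN6708, are named here after their values were seen. At 8 h in the Δ*pkaA* strain their log2 ratios were -2.51 ± 0.25, -2.35 ± 0.02 and -2.55 ± 0.25 (SD, n = 3 each), with adjusted p = 7.47e-07, 1.63e-07 and 1.11e-06 in limma. At 24 h they were -1.25 ± 0.27, -0.76 ± 0.21 and -1.25 ± 0.32 (SD, n = 3 each). All 3 genes were higher at 24 h than at 8 h, by 1.26, 1.59 and 1.30, with adjusted p = 0.000671, 3.08e-05 and 0.000944. With median centring all 3 were lower at 8 h and 1 was lower at 24 h.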

Genome-wide microarray analysis showed the down-regulation of genes encoding the PDC, further supporting the hypothesis that the glucose pathway is mis-regulated in *pkaA* deletion mutant. In carbon starvation conditions, the PDC complex is phosphorylated and inactivated by pyruvate dehydrogenase kinases, thus promoting fatty acid utilization [51]. This is in agreement with the microarray results which showed that genes encoding for proteins involved in fatty acid metabolism are up-regulated in the Δ*pkaA* mutant. Fatty acid catabolism has been shown to be important for fungal pathogenesis, secondary metabolite production, metabolism and development [37]. When faced with a nutrient-poor environment, the fungus switches to using other energy sources, one of which is fatty acids. Fungi are able to solely grow on fatty acids [37]. In fungi, fatty acids are first degraded to C4 compounds via the glyoxylate cycle in peroxisomes before further being converted to acetyl-CoA which enters the TCA cycle in the mitochondria [37]. Furthermore, oxidative phosphorylation and ATP production were reduced in the *pkaA* deletion strain, supporting the hypothesis that the cell is exhibiting a starvation response in the presence of glucose. This also explains the early and constant up-regulation of genes encoding lignocellulolytic enzymes as these have been proposed to have a “scavenger role” under carbon starvation conditions in *A. niger* and *T. reesei* [52, 53].

The SnfA kinase complex, which controls alternative carbon usage, is key for the de-repression of CreA-mediated CCR and hydrolytic enzyme transcription [4]. Extracellular enzymatic levels do not change in the *snfA* deletion strain under repressing and de-repressing conditions (this strain appears to secrete a basal level of lignocellulolytic enzymes), whereas in the *ΔpkaA ΔsnfA* strain cellulase levels were increased. This shows that PkaA and SnfA genetically interact, but the details of this interaction remain subject to further investigation. Nonetheless, it would appear that PkaA and SnfA have opposing functions, i.e., PkaA is important for glucose-mediated-catabolite repression while SnfA is important for catabolite de-repression. It remains to be investigated the details of the interaction between these protein kinases (for a model, see Fig. 8). In the presence of glucose, PkaA is activated and regulates indirectly the nuclear localization of CreA. This work showed that PkaA controls the activity of hexokinase which catalyzes the first step in glycolysis and phosphorylates glucose. Phosphorylated glucose has been shown to be (one of) the signal(s) for CreA localizing to the nucleus in *A. nidulans* [8]. Furthermore, this work showed that PkaA is involved in the regulation of SnfA by repressing it. SnfA becomes inactive in glucose-rich conditions as it is required for the use of alternative carbon sources such as cellulose [39, 40, 54, 55]. In the presence of non-glucose, complex carbon sources (e.g., cellulose), PkaA is inactive, SnfA becomes activated and subsequently CreA localizes to the cytoplasm.

**Fig. 8:**
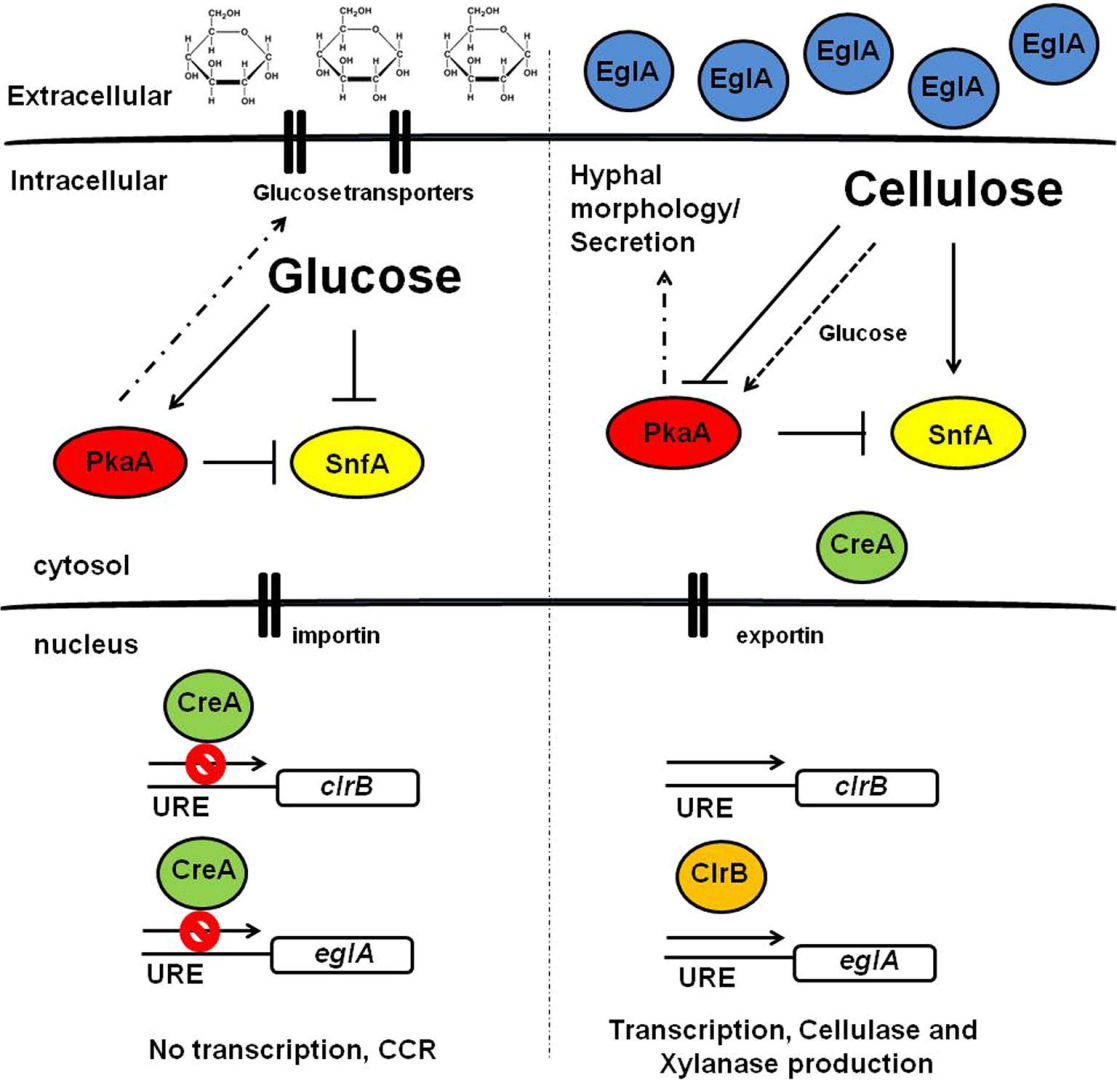
A possible model for the interaction between *A. nidulans* PkaA and SnfA during carbon catabolite repression (CCR) repressing (glucose) and de-repressing (cellulose) conditions. In the presence of glucose, *A. nidulans* PkaA is activated and represses SnfA. CreA is transported into the nucleus via importins where it represses either directly or indirectly the expression of cellulase-encoding genes (e.g., *eglA*) and their corresponding positive regulators (e.g., *clrB*). In the presence of cellulose, PkaA is inactive whereas SnfA is activated and probably mediates the phosphorylation and re-localization of CreA into the cytoplasm, resulting in cellulose gene de-repression. It is unknown whether SnfA is transported into the nucleus or if there is another intermediary protein that is phosphorylated by SnfA and which is responsible for CreA removal from the nucleus. The role played by nuclear importins/exportins during these processes also remains unknown. PkaA activity affects hyphal morphology, protein secretion and glucose transport

There is a significant lack of information on the components of the signaling pathways in which both PkaA and SnfA are involved and Fig. 8 only shows a very preliminary diagram on how both kinases are interacting and their involvement in CreA cellular localization. Furthermore, the level of PkaA (and probably SnfA) activity is also likely subject to fluctuations and other regulations as this work showed that it is up-regulated in cellulose the first 30 min after transfer from glucose. The details of the respective pathways remain subject to investigation.

Beyond transcriptional regulation the production of enzymes by filamentous fungi is influenced by hyphal morphology and different morphological forms can have a significant effect on enzyme production within a bioreactor [56–58]. The Δ*pkaA* strain exhibited reduced growth and morphological alterations in the presence of glucose as a single carbon source. 

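In the Δ*pkaA* strain *stuA* (AN5836) had a log2 ratio of 1.86 ± 0.46 (SD, n = 3, limma, adjusted p = 1.61e-05) at 8 h on avicel and 2.82 ± 0.19 (SD, n = 3, adjusted p = 1.79e-06) at 24 h. It was higher at 24 h by 0.97 (adjusted p = 0.00887), but this difference did not pass the threshold without 8 h replicate 2, with 1.01, or without any single array of 24 h, with 0.87 to 1.06. It did not pass with median centring either, with 0.58, nor with the slide as a block, with 0.97 (adjusted p = 0.0791).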

Although we did not identify in detail the causes of these morphological alterations, the Δ*pkaA* mutant showed the increased induction of the *stuA* transcription factor, which is involved in spatial conidial formation, cleistothecia, Hulle cell formation and germination [23]. An increase in the expression of genes encoding transcription factors involved in controlling development could explain why the *pkaA* deletion strain exhibited an increase in the number of branches and tip formation when grown in complete media and in minimal media supplemented with glucose or CMC. No difference in the localization of GFP::SynA, a protein which localizes to secretory vesicles, was observed in the wild-type and Δ*pkaA* strains when examined by fluorescent microscopy. However, Western blot analysis showed a reduction in GFP::SynA after 5 days of growth in cellulose in the wild-type strain but not in the Δ*pkaA* strain. Furthermore, microarray analysis identified several genes encoding putative components of secretion to be up-regulated during the first 8 h of incubation in glucose; after 24 h expression levels of these genes were similar to those in the wild-type strain. Again, these results indicate that protein secretion remains high in the Δ*pkaA* strain throughout all the time points tested here, whereas in the wild-type strain they appear to be subject to fluctuations. These results suggest that the increase in enzyme secretion in *pkaA* deletion strain was due to PkaA playing a role in protein secretion and in hyphal morphology. An increase in the number of hyphal tips from which proteins are secreted could contribute to the increased secretion of hydrolytic enzymes by the Δ*pkaA* strain.

## Conclusion

In summary, PkaA is involved in controlling the cellular metabolic and energetic status. PkaA is directly involved in glycolysis and deletion of this protein kinase resulted in CCR mis-function, forcing the cell into a state of starvation, where hydrolytic enzyme secretion is increased, expression of genes encoding mitochondrial components as well as genes involved in fatty acid utilization were up-regulated. This works implies that PkaA regulates the secretion of enzymes required for plant biomass degradation. The absence of PkaA leads to the cell secreting higher amounts of hydrolytic enzymes.

This work further contributes to unraveling the metabolic pathways governing different states of the cell. In addition, this study highlights how fungal morphology can impact on enzyme secretion. Furthermore, deletion of *pkaA* resulted in reduced glucose uptake and a defect in glycolysis, which as a consequence, reduces CCR, resulting in hydrolytic enzyme induction in the presence of inducer molecules. Deletion of *pkaA* also results in the inability to perform glycolysis which puts the cell in a state of carbon starvation. This work shows that PkaA is specifically induced in carbon starvation conditions, as has also been reported in other organisms. Together, this study identified various roles in carbon metabolism for PkaA within the cell and shows how a tightly interconnected metabolic network governs lignocellulolytic enzyme production and secretion. This work provides a basis for further research which aims at elucidating cellular regulatory pathways which can be useful for the further engineering of fungal strains, which are highly efficient in protein secretion with the aim to use these enzymes in various industrial processes. Up to this point, the direct and indirect targets of PkaA are unknown and uncovering these proteins could provide a platform for the engineering of fungal strains with improved plant biomass degradation capabilities.

## Methods

### Strains and culture conditions

The two *A. nidulans* strains TN02A3 (*pyrG89*; *pyroA4*; *nkuA::argB*) and A4 were used as reference strains (wild type). The *ΔpkaA* and *ΔsnfA* null mutants used in this work were obtained from the protein kinase deletion collection [59] and are publicly available at the Fungal Genetics Stock Center (http://www.fgsc.net). A list of all strains used in this study is found in Table 4. All strains were grown at 37 °C in either liquid (without agar) or solid (with 20 g/l agar) minimal medium [MM: 1 % (w/v) carbon source, 50 mL of a 20× salt solution (120 g/l NaNO_3_, 10.4 g/l KCl, 30 g/l KH_2_PO_4_, 10.4 g/l MgSO_4_), 1 mL of 5× trace elements [22.0 g/l ZnSO_4_, 11 g/l boric acid, 5 g/l MnCl_2_, 5 g/l FeSO_4_, 1.6 g/l CoCl_2_, 1.6 g/l CuSO_4_, 1.1 g/l (NH_4_)_2_MoO_4_, 50 g/l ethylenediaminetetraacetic acid (EDTA)], pH 6.5 or in liquid complete medium complete [2 % w/v glucose, 0.5 % w/v yeast extract, trace elements (same as described above)]. Depending on the auxotrophy of the strain, uridine (1.2 g/l), uracil (1.2 g/l) or pyridoxine (0.005 mg/μL) were added.

**Table 4:** *A. nidulans* strains used in this study

Strain	Genotype	References
TN02A3	*pyroA4 pyrG*89; *chaA*1; Δ*nKuA*::*argB*	[73]
R21	*pabaA*1; *yA2*	FGSC
Δ*pkaA*	*pyrG*89; *wA3*; *argB*2; Δ*nkuAku*70::*argB pyroA*4; *sE15* *nirA*14 *chaA*1 fwA1; Δ*pkaA*::*pyrG* ^+^	[59, 74]
Δ*snfA*	*pyrG*89; *wA3*; *argB*2; Δ*nkuAku*70::*argB pyroA*4; *sE15 nirA14 chaA1 fwA1*; Δ*snfA*::*pyrG* ^+^	[73, 74]
Δ*snfA* PABA^−^	*pyrG89; wA3; argB2; ΔnkuAku70::argB pyroA4; sE15 nirA14 chaA1 fwA1; pabaA1; ΔsnfA::pyrG* ^+^	[8]
Δ*pkA* Δ*snfA*	*pyrG89; wA3; argB2; ΔnkuAku70::argB pyroA4; sE15 nirA14 chaA1 fwA1; pabaA1; ΔpkaA::pyrG* ^+^ *; ΔsnfA::pyrG* ^+^	This study
GFP::SynA PIRO^−^	*pyrG89, GFP::synA::pyrGAf, nkuA::bar, pyroA4*	[41]
GFP::SynA PABA^−^	*pyrG89, gfp::synA::pyrGAf, nkuA::bar, pyroA4 pabaA1*	This study
GFP::SynA Δ*pkA*	*pyrG89; pabaA1; GFP::synA::pyrGAf, nkuA::bar, pyroA4; ΔpkA::pyroA4*	This study
PkaA::GFP	*pyroA4; pyrG89; chaA1; ΔnKuA::argB; pkaA::GFP pyroA4*	This study

The genotypes of each strain are also shown

### Strain construction

The construction of the Pka::GFP strain was performed according to Colot et al. (2006) [60]. Standard molecular techniques were performed according to Sambrook and Russel [61]. The *pkaA* 5′ and 3′ untranscribed regions (UTR), ORF (open reading frame) plus the *pkaA* gene (minus the stop codon), *gfp* gene and spacer region and the *pyrG* gene were co-transformed into *S. cerevisiae* SC9721 strain (*MATα his3*-*Δ200 URA3*-*52 leu2Δ1 lys2Δ202 trp1Δ63*) obtained from the Fungal Genetic Stock Center (FGSC). Primer sequences are described in Table 5. The *pkaA* 5′UTR and ORF were amplified using the primers “pRS426-5′ PKA UTR F’” and “PKA Spacer GFP R”; the *gfp* gene was amplified using primers “Spacer GFP Fw” and “GFP Ve 3 Afu Rv”; the *pyrG* fragment was generated using primers “GFP-PyrG Fw” and “Afu PyrG Rv FGSC” and the *pkaA* 3′ UTR region was amplified using primers “PyrG 3 UTR PKA F” and “PKA 3 UTR-pRS426″. Homologous recombination within *S. cerevisiae* created the construct, which was subsequently amplified from pooled *S. cerevisiae* DNA, and 20 μg was subsequently transformed into TN02a3 according to Osmani et al. (1987) [62]. Transformants were selected via their ability to grow on solid MM supplemented with pyridoxine in the absence of uridine and uracil.

**Table 5:** List of the primer pair used in this work

Primer	Sequence
pRS426-5′ PKA UTR F	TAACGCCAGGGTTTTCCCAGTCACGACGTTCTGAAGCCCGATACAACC
PKA Spacer GFP R	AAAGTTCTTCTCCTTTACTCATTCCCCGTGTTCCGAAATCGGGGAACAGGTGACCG
PyrG 3 UTR PKA F	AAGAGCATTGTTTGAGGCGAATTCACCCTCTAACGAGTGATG
PKA 3 UTR-pRS426 R	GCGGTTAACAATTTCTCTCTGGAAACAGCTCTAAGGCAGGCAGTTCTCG
GFP PyrG FW	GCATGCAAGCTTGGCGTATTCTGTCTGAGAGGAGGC
Afu PyrG RV FGSC	GAGCAGCGTAGATGCCTCGACC
Spacer GFP FW	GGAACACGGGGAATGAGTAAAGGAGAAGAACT
GFP Ve 3 Afu RV	CTCAGACAGAATACGCCAAGCTTG
pRS426-5′ snfA UTR F	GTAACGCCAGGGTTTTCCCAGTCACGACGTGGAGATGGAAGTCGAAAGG
CreA GFP	ATAGACATGCCGTCACATGG
Afu pyrG pCDS60 R	GAGCAGCGTAGATGCCTCGACC
F_pkA_checkinsert_A	ATGGGTCCGACACCAAGA

Homologous integration was confirmed by PCR using a forward primer that anneals out of the recombination locus (F_pka_checkinsert_A) and a reverse primer (GFP Ve 3 Afu R) that anneals at the end of the GFP gene (Table 5). The *∆pkaA ∆snfA* and GFP::*synA* Δ*pkaA* strains were generated by sexually crossing the parental strains and the genotype of the double mutant was confirmed by PCR (Table 5) and in case of the GFP construction, by microscopy. The deletion of *pkaA* and *snfA* were confirmed by PCR using primers pRS426-5′ PKA UTR F and pRS426-5′ snfA UTR F, respectively, with Afu PyrG RV FGSC as the reverse primer for both constructions.

### Microarray analysis

Initially 1 × 10^7^ conidia *A. nidulans* were inoculated in complete media at 37 °C in a rotatory shaker (180 rpm) for 24 h. Subsequently, mycelia were washed with sterile water and then incubated in minimal media supplemented with 1 % cellulose at 37 °C for an additional 8 and 24 h. At each step the mycelia from three biological replicates were collected by vacuum filtration and immediately frozen in liquid nitrogen. Agilent custom-designed oligonucleotides arrays [63] were used to identify the transcriptional differences during growth on complete media (Cy3 reference) and cellulose (Cy5) for the wild-type and Δ*pkaA* strains. Total RNA was extracted and RNA integrity confirmed as described in the section “RNA extraction”. Array hybridization and data analysis were performed according to De Assis et al. (2015) [50]. The dataset was deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70917) under the number GSE70917. 

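The t-test of the methods was run at its own threshold on the log2 ratios normalized for this re-analysis, not on the authors' ratios. Of the 8394 tested genes, 1687 were higher and 1452 were lower on avicel at 8 h in the Δ*pkaA* strain, and 1567 were higher and 1153 were lower at 24 h. On the deposited values of all genes 3759 passed at 8 h and 2491 at 24 h. With the values of 24 h replicate 3 repaired, 3531 passed at 24 h. In simulated data with 150 changed genes among 8394, this test recovered 120 of the changed genes at 8 h and made 95 false calls. The fit of limma recovered 124 and made 2 false calls. The share of false calls depends on the number of changed genes, which was set in the simulation.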

Genes were determined as differentially expressed between carbon sources by applying a *t* test (*p* < 0.01) performed within the Mev software [64]. The functional profile and identification of overrepresented GO terms within the differentially expressed gene sets from each strain under the two nutritional conditions were identified using the GO Slim mapper (http://www.aspergillusgenome.org/cgi-bin/GO/goTermMapper) and FunCat (http://mips.helmholtz-muenchen.de/funcatDB/).

### RNA extraction

Mycelia were harvested by vacuum filtration and immediately frozen in liquid nitrogen. Mycelia were ground to a fine powder under liquid nitrogen and total RNA was extracted using TRIZOL, according to manufacturer’s instructions (Invitrogen), before being treated with RNAse-free DNAse (Promega) and purified with the RNeasy^®^ Mini Kit, according to manufacturer’s instructions (Qiagen). RNA integrity was confirmed using the Bioanalyser Nano Kit (Agilent Technologies) and the Agilent Bioanalyser 2100, considering RIM value 8.0 as the RNA quality threshold. The SuperScript III First Strand Synthesis system (Invitrogen) and oligo(dT) primers were used for cDNA synthesis according to manufacturer’s instructions. All the primer sequences used in this work are described in the Additional file 5: Table S4.

### Xylanase and cellulase assays

Xylanase (endo-1,4-β-xylanase) and cellulase (endo-1,4-β-glucanase) assays were performed using Azo-Xylan (Birchwood) and Azo-CM-Cellulose (both from Megazyme International, Bray, Ireland) as substrates, according to manufacturer’s instructions. All enzyme assays were carried out on the supernatants of biological triplicates. Technical triplicates were carried out on each biological replicate.

### β-Glucosidase and β-xylosidase assays

β-Glucosidase (BGL) and β-xylosidase (BXL) activities were measured in 20 μL culture supernatants. ρ-Nitro phenyl glucopyranoside (ρ-PNG) and 4-β-D-xylopyranoside (ρ-PNG) were used as substrates for BGL and BXL activities in 50 mM buffer citrate pH 6.0 as previously described [65]. Enzyme activities were calculated using the slope of the linear curve generated during 30 min of reaction at 37 °C. All enzyme assays were carried out on the supernatants of biological triplicates. Technical triplicates were then carried out on each biological replicate.

### Fluorescence microscopy

Strains were inoculated in 3 mL MM supplemented with 1 % glucose, cellulose or CMC in a small Petri dish with a cover slip and incubated for 16 h at 22 °C. For the transfer experiments, coverslips were washed three times with water and then transferred to minimal media supplemented with a different carbon source for 5 h.

### Secretome and cellulase assay on plate

Mycelia were grown from 10^7^ spores in 50 mL media in the specified conditions. Culture supernatants were separated from the mycelia and centrifuged at 1500 g at 4 °C for 5 min. Supernatants (40 mL) were transferred to new clean tubes and freeze-dried before being re-suspended in 3 mL buffer containing 50 mM Tris–HCl pH 7.0, 1 mM DTT and protease inhibitors (EDTA-free Complete mini, Roche). About 20 μL of the re-suspended supernatants were run on a 10 % SDS-PAGE gel. The gel was then silver stained as described previously [66]. The cellulase assay on plate was carried out as previously described [67, 68].

### Western blots

Mycelia were grown from spores in the specified conditions before being harvested and ground to a fine powder under liquid nitrogen. Mycelial powder were re-suspended in extraction buffer [50 mM Tris–HCl pH 7.0, 50 mM NaF, 1 mM Na_3_VO_4_, 1 mM DTT, phosphatase inhibitor cocktail P0044 (Sigma) and the complete mini EDTA-free protease inhibitor cocktail (Roche)], prior to centrifugation for 5 min at 14000×*g*. The concentration of the protein extracts was measured using the Bio-Rad Bradford protein assay, according to manufacturer’s instructions. Proteins were precipitated with 0.25 M NaOH and 1 % β-mercaptoethanol and incubated on ice for 10 min before trichloroacetic acid was added to a final concentration of 6 % for 10 min on ice. Samples were pelleted by centrifugation for 5 min at 4°, maximum speed. Pellets were re-suspended in electrophoresis Bolt (Life Technologies) LDS sample buffer and reducing agent (according to manufacturer’s instructions). Samples were run on Bolt^®^ 4–12 % Bis–Tris Gels (Life Technologies) before proteins were transferred to membranes with the iBlot^®^ 2 Gel transfer device, according to manufacturer’s instructions. Membranes were incubated with a 1:10,000 dilution of anti-GFP antibody (AbCam ab290) overnight at 4 °C. The next day membranes were washed and incubated with a 1:5000 dilution of secondary antibody Rabbit (Cell Signaling). Proteins were detected using the Super Signal West Pico (Thermo Scientific) chemiluminescent substrate according to manufacturer’s instructions.

### Glucose uptake

Mycelia were grown from 3 × 10^6^ spores in 30 mL complete media for 24 h at 37 °C in a rotary shaker (180 rpm). Mycelia were then transferred to minimal medium supplemented with 1 % glucose as a carbon source for an additional 24 h. The amount of free glucose remaining in the culture supernatants was measured using the Glucose GOD-PAP Liquid Stable Mono-reagent kit (LaborLab Laboratories Ltd. Guarulhos, São Paulo, Brazil), according to the manufacturer’s instructions. Glucose uptake was calculated via determining the difference in glucose present in the initial media and at different time points during the 24-h incubation in MM.

### Hexokinase/glucokinase activities

Proteins were extracted from mycelia grown in the specified conditions and protein content was measured as described in the section “Western blots”. The hexokinase/glucokinase activity was measured in protein extracts according to [69] with some modifications. 3 μg of total protein extract was mixed with reaction buffer (50 mM Hepes pH 7.5, 50 mM KCl, 5 mM MgCl_2_, 2 mM ATP, 1 mM phosphoenolpyruvate, 0.4 mM NADH, 5 U pyruvate kinase, 15 U lactate dehydrogenase) to a final volume of 200 μL. Samples were first incubated for 30 min at 37 °C to stabilize the reactions and get an even reaction curve. Enzymatic reactions were triggered with the addition of 100 mM glucose and the decline in absorbance at 340 nm was measured during 15 min at 37 °C in the SpectraMax I3 spectrometer (molecular devices).

### Pyruvate and glycerol measurement

Proteins were extracted from mycelia grown in the specified conditions and protein content was measured as described in the section “Western blots”. Glycerol and pyruvate concentrations were measured in 5 and 10 μg, respectively, of total extracted protein as described previously [50].

### Alpha-ketoglutarate assay

Proteins were extracted from mycelia grown in the specified conditions and protein content was measured as described in the section “Western blots”. Alpha-ketoglutarate activity was measured in 30 μg of total extracted protein as described in [70–72] with modifications. The reaction buffer consisted of 100 mM Tris–HCl pH 7.0, 5 mM 2-mercaptoethanol, 1 mM MgCl_2_, 2 mM thiamine pyrophosphate (TPP), 5 mM alpha-ketoglutarate acid disodium salt, 1 mM NAD^+^ and 0.2 mM Coenzyme A. The reduced form of NADH was measured at 340 nm in the SpectraMax I3 spectrometer (molecular devices).

### PKA Activity

Proteins were extracted from mycelia grown in the specified conditions and protein content was measured as described in the section “Western blots”. PKA activity was measured using PepTag Assay Non-radioactive Detection of cAMP-dependent Protein Kinase assay Ref. V5340 (Promega) according to manufacturer’s instructions.

### Trehalose assay

Proteins were extracted from mycelia grown in the specified conditions and protein content was measured as described in the section “Western blots”. The trehalose content was measured in 10–20 μg protein using the Trehalose Assay kit K-TREH 11/12 (Megazyme) according to manufacturer’s instructions. A standard curve of 0–4 μg trehalose dehydrate was also prepared.

### ADP/ATP ratio

Proteins were extracted from mycelia grown in the specified conditions and protein content was measured as described in the section “Western blots”. The ADP/ATP ratio was measured in 10 μg of total protein extract using the ADP/ATP ratio assay kit MAK135 (Sigma) following the manufacturer’s instructions. Luminescence was read in the SpectraMax I3 spectrometer (Molecular Devices).

### Statistical analysis

Statistical analyses were performed for all reactions of three biological replicates using a one-tailed *t* test (Prism, GraphPad) with *p < 0 0.05, **p < 0.01 and ***p < 0.001.

## Additional files

10.1186/s13068-015-0401-1 List of CAZymes.
10.1186/s13068-015-0401-1 MIPS FunCat 8 h.
10.1186/s13068-015-0401-1 MIPS FunCat 24 h.
10.1186/s13068-015-0401-1 Deletion of pkaA results in a severe growth defect. Strains ΔpkaA, ΔacyA, R21, ΔsnfA and ΔpkaA snfA were grown in a concentration from 105 to 102 (left to right) from spores on different carbon sources [YUU (Complete media), Glu (glucose), Casa (casaminoacids), Gly (glycerol), Xyl (Xylose), Fru (fructose) and Trybut (trybutirin)]. Figure S2. Expression of GFP::SynA. A. Microscopy picture (GFP) of GFP::SynA grown for 16 h at 22 °C in 1 % cellulose. B. Fluorescence in mycelia which were grown from spores in minimal media supplemented with 1 % cellulose at 22 °C for 16 h. Fluorescence was then assessed using ImageJ freeware. An average of 50 pictures were taken and evaluated for each strain. Figure S3. The ΔpkaA strain secretes more proteins. A) Cellulase secretion in different strains. Strains were grown (upper row) for 48 h on minimal media supplemented with 1 % CMC (carboxymethylcellulose) as sole carbon source. Plates were then strained with congo red (lower row) and the halo/mycelia was measured. B) Secretion of proteins by the wild-type and ΔpkaA strains. Strains were grown in triplicates from spores in complete media for 16 h and then transferred to minimal media supplemented with 1 % cellulose for 5 days. Culture supernatants were harvested, dried and re-suspended before proteins were run on a SDS-PAGE gel and silver stained. Arrows indicate proteins secreted by the pkaA mutant but not by the wild-type strain.
10.1186/s13068-015-0401-1 List of the primer pair used in this work.

## Abbreviations

AA: auxiliary activities
ADP: adenosine diphosphate
ATP: adenosine triphosphate
BGL: β-glucosidase
BXL: β-xylosidase
cAMP: cyclic adenosine monophosphate
CAZy: carbohydrate-active enzymes
CBH: cellobiohydrolases
CCR: carbon catabolite repression
CE: carbohydrate esterases
CMC: carboxymethyl cellulose
DTT: dithiothreitol
EDTA: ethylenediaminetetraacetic acid
FAD: flavin adenine dinucleotide
FMN: flavin mononucleotide
GFP: green fluorescent protein
GH: glycoside hydrolases
GO: gene ontology
GPCR: G protein-coupled receptor
GT: glycosyltransferases
KCl: potassium chloride
KGDH: alpha-ketoglutarate dehydrogenase
MgCl_2_: magnesium chloride
MM: minimal media
Na_3_VO_4_: sodium orthovanadate
NADH: nicotinamide adenine dinucleotide reduced form
NaF: sodium fluoride
ORF: open read frame
PDC: pyruvate dehydrogenase complex
PKA: cAMP-dependent protein kinase catalytic subunit A
PL: polysaccharide lyases
TCA: tricarboxylic acid cycle
TPP: thiamine pyrophosphate
V-SNARE: synaptobrevin protein involved in the secretion pathway
YG: complete media (yeast extract and glucose)
ρ-PNG: ρ-nitro phenyl glucopyranoside
ρ-PNX: 4-β-d-xylopyranoside

# Supplementary material for: Aspergillus nidulans protein kinase A plays an important role in cellulase production
**Source:** Biotechnol Biofuels. 2015 Dec 18;8:213. doi: 10.1186/s13068-015-0401-1
**Supplement:** Supplementary file 4 — 10.1186/s13068-015-0401-1 Deletion of pkaA results in a severe growth defect. Strains ΔpkaA, ΔacyA, R21, ΔsnfA and ΔpkaA snfA were grown in a concentration from 105 to 102 (left to right) from spores on different carbon sources [YUU (Complete media), Glu (glucose), Casa (casaminoacids), Gly (glycerol), Xyl (Xylose), Fru (fructose) and Trybut (trybutirin)]. Figure S2. Expression of GFP::SynA. A. Microscopy picture (GFP) of GFP::SynA grown for 16 h at 22 °C in 1 % cellulose. B. Fluorescence in mycelia which were grown from spores in minimal media supplemented with 1 % cellulose at 22 °C for 16 h. Fluorescence was then assessed using ImageJ freeware. An average of 50 pictures were taken and evaluated for each strain. Figure S3. The ΔpkaA strain secretes more proteins. A) Cellulase secretion in different strains. Strains were grown (upper row) for 48 h on minimal media supplemented with 1 % CMC (carboxymethylcellulose) as sole carbon source. Plates were then strained with congo red (lower row) and the halo/mycelia was measured. B) Secretion of proteins by the wild-type and ΔpkaA strains. Strains were grown in triplicates from spores in complete media for 16 h and then transferred to minimal media supplemented with 1 % cellulose for 5 days. Culture supernatants were harvested, dried and re-suspended before proteins were run on a SDS-PAGE gel and silver stained. Arrows indicate proteins secreted by the pkaA mutant but not by the wild-type strain.

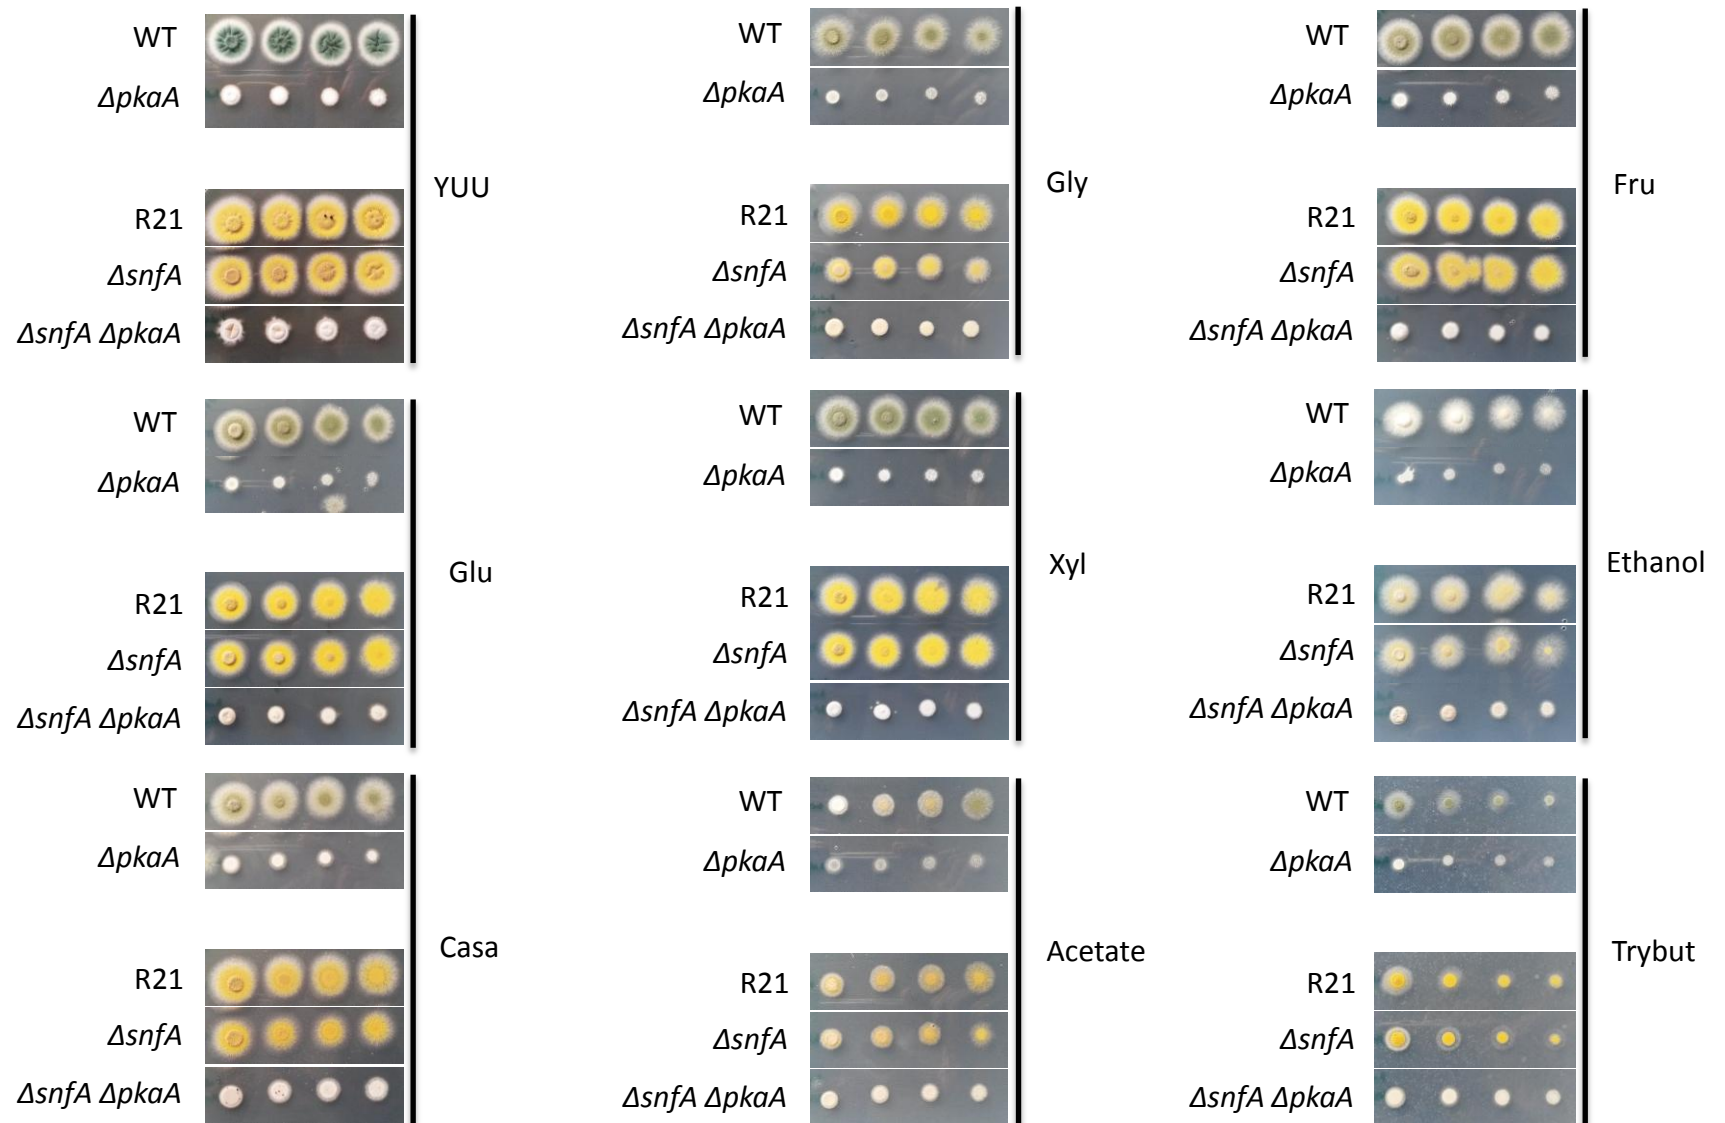

**Figure S1.** Deletion of *pkaA* results in a severe growth defect. Strains  $\Delta pkaA$ , wild-type (R21),  $\Delta snfA$  and  $\Delta pkaA snfA$  were grown in a concentration from  $10^5$  to  $10^2$  (left to right) from spores on different carbon sources [YUU (Complete media), Glu (glucose), Casa (casaminoacids), Gly (glycerol), Xyl (Xylose), Fru (fructose) and Trybut (trybutirin)].

**A.**

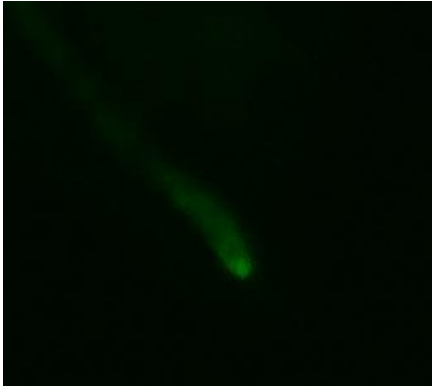

**B.**

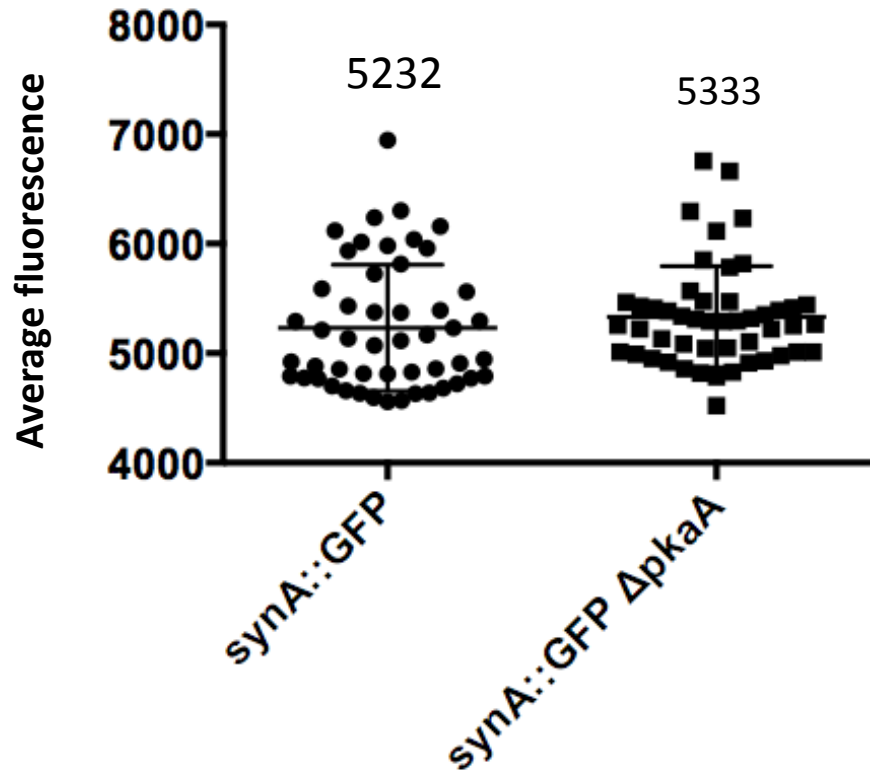

**Figure S2.** Expression of synA::GFP. **A.** Microscopy picture (GFP) of synA::GFP grown for 16 h at 22°C in 1% cellulose. **B.** Fluorescence of mycelia which were grown from spores in minimal media supplemented with 1% cellulose at 22°C for 16 h. Fluorescence was then assessed using ImageJ freeware. An average of 50 pictures were taken and evaluated for each strain.

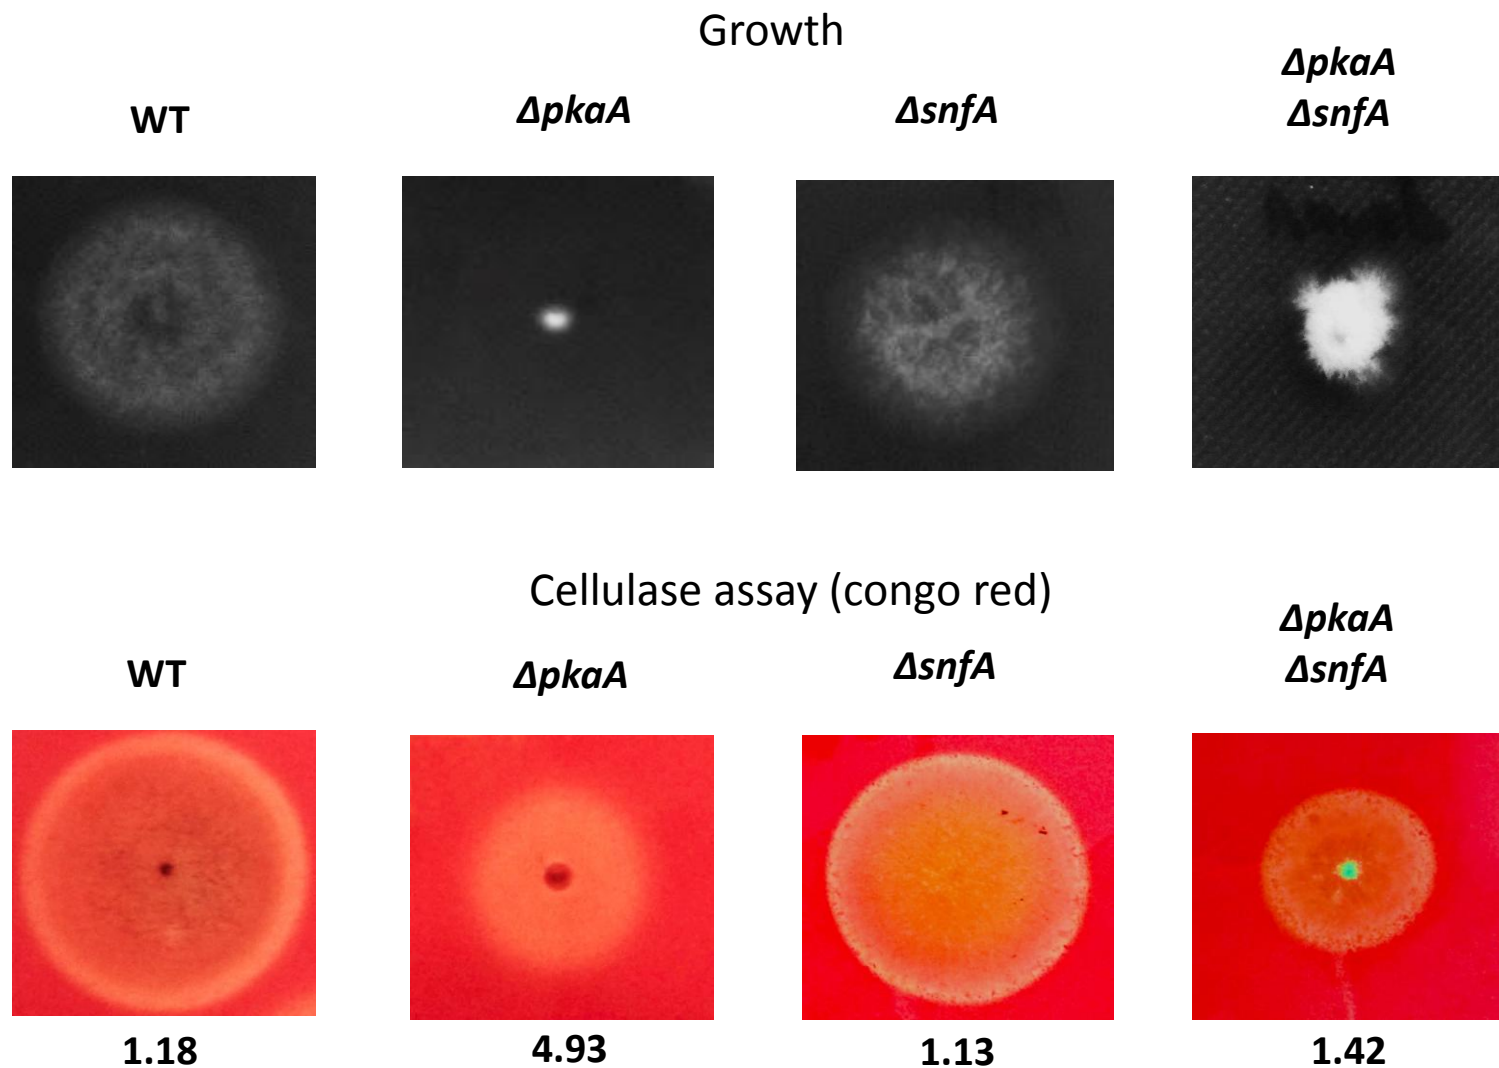

**Figure S3.** A) Cellulase secretion in different strains. Strains were grown (upper row) for 48 h on minimal media supplemented with 1% CMC (carboxymethylcellulose) as sole carbon source. Plates were then strained with congo red (lower row) and the halo/mycelia was measured.

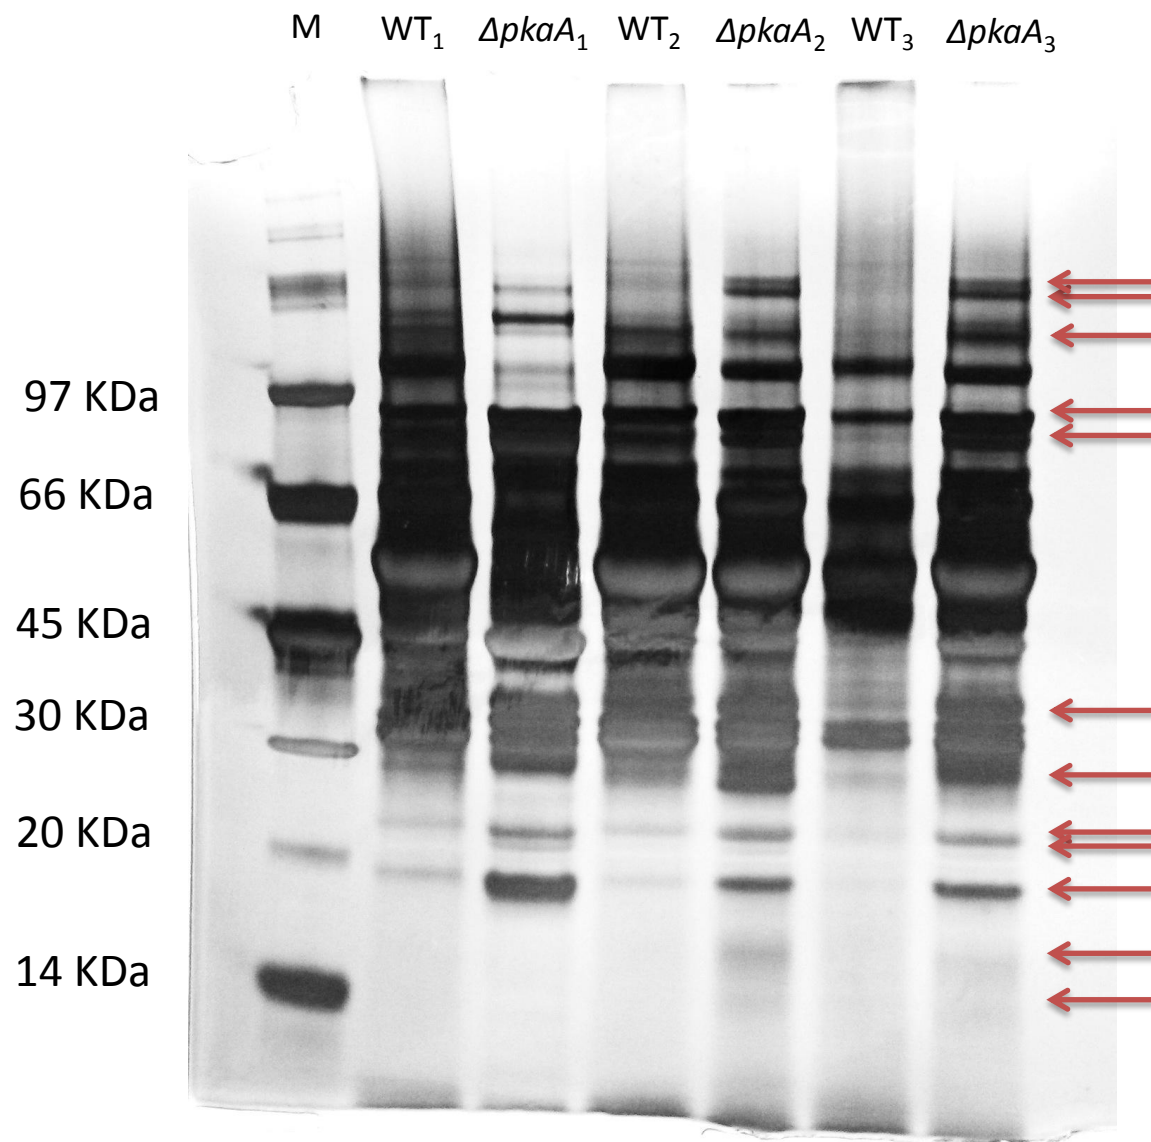

**Figure S3.** B) Secretion of proteins by the wild-type and  $\Delta pkaA$  strains. Strains were grown in triplicates from spores in complete media for 16 h and then transferred to minimal media supplemented with 1% cellulose for 5 days. Culture supernatants were harvested, dried and re-suspended before proteins were run on a SDS-PAGE gel and silver stained. Arrows indicate proteins secreted by the  $pkaA$  mutant but not by the wild-type strain.

# Supplementary material for: Aspergillus nidulans protein kinase A plays an important role in cellulase production
**Source:** Biotechnol Biofuels. 2015 Dec 18;8:213. doi: 10.1186/s13068-015-0401-1
**Supplement:** Supplementary file 5 — 10.1186/s13068-015-0401-1 List of the primer pair used in this work.

**Additional file 4: Table S4.** List of the primer pair used in this work.

| Primer | Sequence |
| --- | --- |
| pRS426-5' PKA UTR F | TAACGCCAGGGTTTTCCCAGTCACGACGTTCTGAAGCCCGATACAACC |
| PKA Spacer GFP R | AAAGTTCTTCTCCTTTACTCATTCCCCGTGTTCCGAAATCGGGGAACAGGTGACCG |
| PyrG 3 UTR PKA F | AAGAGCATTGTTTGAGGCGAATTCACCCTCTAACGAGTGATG |
| PKA 3 UTR-pRS426 R | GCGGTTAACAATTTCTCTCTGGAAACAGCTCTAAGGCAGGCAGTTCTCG |
| Afu PyrG RV FGSC | GAGCAGCGTAGATGCCTCGACC |
| GFP Ve 3 Afu RV | CTCAGACAGAATACGCCAAGCTTG |
| pRS426-5' snfA UTR F | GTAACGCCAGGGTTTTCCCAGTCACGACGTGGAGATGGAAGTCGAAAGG |
| CreA GFP | ATAGACATGCCGTCACATGG |
| Afu pyrG pCRS60 R | GAGCAGCGTAGATGCCTCGACC |

How the deposited data were processed for this re-analysis (not part of the article)

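The data are 6 Agilent arrays of the Δ*pkaA* strain with 2 dyes each. RNA from 24 h in complete media was labelled with Cy3 and RNA from 1% (w/v) avicel with Cy5, with 3 arrays for 8 h and 3 for 24 h on avicel and no array with the dyes exchanged. The arrays of the wild-type strain were not analysed here, so no comparison between the strains was made. The authors scanned the arrays and deposited, for each spot, the intensity of both channels, the intensity of the local background, flags for quality and the log10 ratio of Cy5 over Cy3, all from Agilent Feature Extraction 9.5.3.1. The authors also deposited log2 values in a table for the series, which were made by Feature Extraction's background subtraction and dye normalization of the processed Cy5 and Cy3 intensities within each array and, set against the array values, were not centred further.

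In the deposited array values of 24 h replicate 3 the decimal points of the mean intensities and of the log ratios are displaced, and only 3 digits of the mean intensities are written. The size was taken from these columns and the digits from other columns of the same array. All repaired mean intensities (100%) lie within 1 percent of the written digits, and in a test on simulated data 100% of the values were recovered. In the value table of the series, 7301 gene spots of this array (16.7%), from 3599 genes (32.3%), are off by 3.32 on the log2 scale.

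Each array has 45220 features, of which 43803 are gene spots for 11143 genes, with 1 probe per gene. Gene names are those of the array design, and 10445 of them matched the RefSeq gene table. The mean intensities were corrected against the local background medians with the normexp method (offset 50) of limma 3.58.1 in R 4.3.3, fitted on all spots. Control spots and spots flagged as non-uniform were then left out, and saturated spots were kept. Each array was normalized by loess, the log2 ratio of avicel over complete media was averaged over the spots of a gene, and a gene needed a value on at least 2 arrays of each time point. A flag counted for a gene when at least 50% of its spots carried it. Tested were the 8394 genes that were well above background in at least 1 channel on at least 3 of the 6 arrays, and 2749 genes were not tested. A single limma fit of all 6 arrays gave the mean log2 ratio at 8 h and at 24 h, each tested against 0, and the difference of 24 h minus 8 h, with a Benjamini-Hochberg adjusted p under 0.01 as the threshold. All adjusted p values are from limma unless the methods' t-test is named. The methods' t-test was run on the ratios normalized here, except where deposited or repaired values are named. The other tools were data.table 1.17.8 and statmod 1.5.0.

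The offset of 50 draws the ratios of dim genes towards 0. In simulated data the fit recovered 82.7% of the 150 changed genes at 8 h, 79.3% of those at 24 h and 67% of the 100 that differed between the time points, with 2, 2 and 0 false calls among 8394 genes. With the slide as a block it recovered 3 of these 100 genes. Far more genes were called in the data, where this block still called 579 higher and 541 lower at 24 h than at 8 h. The simulated recovery therefore cannot be carried over to the data, and a difference lost under this block stays open. Complete media gave intensities close to background for many genes, and the number of arrays limits the precision. Up to 0.0753% of the spots of an array were saturated on avicel and 0% in complete media. Lower bounds were taken per channel after loess and Aquantile normalization and are open to dye bias. They apply to the mean of the arrays, and single arrays or other settings can lie below them.

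Before the data were examined, the tests, the alternatives and the rule for naming genes were fixed. The genes named are those that the paper names by locus, or by a symbol that a given table pairs with a locus, and for 8 h, 24 h and their difference the 3 largest increases and the 3 largest decreases among genes past the threshold, changed the same way on all arrays concerned and well above background in both channels on every array. Genes named outside this rule are marked where they appear. The 24 alternatives fixed in this way cover the source of the log ratio, the normalization, the background correction, the filter on dim genes, saturated spots, the summary over spots, the replicate number and the slide as blocks, separate fits, the methods' t-test, the threshold and leaving out each array. A further 3 alternatives were chosen after seeing the data. They are the value table of the series with its decimal points put right, 24 h replicate 3 at its 3 written digits, and median in place of mean intensities. With 1 probe per gene, the alternative of a median over probes was run as a median over spots.

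Gene sets defined by words in the gene descriptions were planned and not run, because the descriptions of the arrays hold no such words. The signal of *pkaA* itself was planned and not reported, because no given table pairs the symbol with a locus. The lists of fatty acid metabolism and protein degradation in Table S2 were readable only in part and were left out.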

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

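None of the tests in this part was chosen only after its result was seen. The results are given because the response to avicel differed between the time points in limma's test of the difference, or because a gene that the text of the paper does not discuss changed strongly.

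Of the 47 tested genes that the paper names, apart from the largest changes, 29 differed between 24 h and 8 h, 22 of them higher and 7 lower at 24 h. Among GH genes the log2 ratio at 24 h minus that at 8 h was 1.49 for AN2395, 2.31 for AN3903, 1.72 for AN2828, 2.92 for AN1285 (*eglA*), 1.99 for AN3418 (*eglB*), 4.17 for AN1818 (*xlnC*), 2.02 for AN7401, 3.39 for AN3613 (*xlnA*), 3.14 for AN9365 (*xlnB*), 1.46 for AN0452, 1.49 for AN8953, 1.15 for AN7345, 1.35 for AN1477, 1.35 for AN1870, 1.44 for AN7275, 3.63 for AN2632 and 3.52 for AN7908. It was negative for AN2463 with -0.87, AN7505 with -1.15 and AN1277 with -1.60. The differences of AN2828 and AN7401 did not pass the threshold with the Feature Extraction log ratio or the value table of the series. Their lowest values over the alternatives were 0.41 and 0.44. For AN2632, AN7908 and AN3903, which are dim in complete media at 8 h, the lowest values over the alternatives were 1.89, 1.34 and 1.16. The avicel signals of AN3613 and AN1818 were saturated at 24 h. AN7345 at 24 h, AN2632, AN3903 and AN7908 at 8 h and AN7275 at both time points have only bounds against complete media.

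Among the other genes the paper names, the difference was 0.97 for AN5836 (*stuA*), 0.63 for AN2290 (*steA*), -0.69 for AN1425 (*farB*), 0.63 for AN6195 (*creA*) and 0.60 for AN6157 (*pyrG*), and among the secretion genes it was -0.49 for AN8488, -0.73 for AN8983, 0.54 for AN4019 and -1.75 for AN7295. AN8983 was not well above background in either channel at 24 h. The differences of AN5836, AN6195, AN6157, AN8488 and AN4019 were each lost when certain single arrays were left out, with 0.87 to 1.06, 0.51 to 0.70, 0.58 to 0.60, -0.54 to -0.41 and 0.49 to 0.58 without those arrays.

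Among the genes with the largest changes the difference was -0.56 for AN1723, 0.65 for AN8483, 1.01 for AN4474, -0.70 for AN7876, 4.87 for AN1567, -4.40 for AN1262, -1.82 for AN6810, 5.72 for AN6476, 4.97 for AN0245, -4.74 for AN4127 and -4.56 for AN10507. That of AN1723 was lost without any array but 24 h replicate 3, with -0.64 to -0.49. The text of the paper does not discuss AN1723, AN8483 and AN4474, whose log2 ratios of avicel over complete media at 8 h were 6.80, 5.30 and 5.17, nor AN6476, AN0245 and AN1567, whose ratios at 24 h were 4.73, 6.15 and 1.31. AN0245 is listed in Table S1. The genes with the largest changes were picked by size, so their values are open to selection.

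The slide was weighed first. The arrays of 8 h and 24 h replicate 1 lie on the same slide, and 24 h replicates 2 and 3 on another. For the 1933 genes called between the time points without 24 h replicate 1, that array showed a median of 94.5% of the difference, with quartiles of 83.5% and 106%, and 100% of the genes had the same direction on it. This argues against the slide or the scan as the whole cause. With the slide as a block the differences of AN2463, AN2828, AN1285, AN7401, AN8953, AN1477, AN5836, AN2290, AN1425, AN6195, AN6157, AN8488, AN4019, AN1723, AN8483 and AN4474 did not pass the threshold. In simulated data limma with this block recovered 3 of 100 genes that differed between the time points, against 67 without it. Far more genes were called in the data, where this block still called 579 higher and 541 lower. The simulated recovery therefore cannot set these losses aside, and a part played by the slide stays open for these genes. With median centring the differences of AN5836, AN4019, AN6195, AN6157, AN8483 and AN4474 did not pass, with 0.58, 0.45, 0.38, 0.13, 0.13 and 0.50. A constant dye effect of a probe cancels between the time points, and 2573 genes called at 8 h or 24 h also differed between them, which argues against such an effect as the whole cause for these genes. For the 3813 called genes that did not differ between the time points, a dye effect and the effect of avicel cannot be told apart, because no array has the dyes exchanged.

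The number of splits is too small for their count to exclude chance in the grouping of the arrays. Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many calls as the real split, which is the real split itself with 2591 genes by limma, and every other split gave 0. Of the 4 patterns of signs at each time point, 1 gave as many calls as the real signs, again the real one, with 5283 genes at 8 h and 5129 at 24 h against 0 for the others. The time on avicel remains an open biological explanation that was not tested apart from the culture and its handling, and differences in growth between the time points stay open too. No array stood apart from the others in median complete media signal, share of spots above background or correlation, where Dixon's ratios were 0.381, 0.523 and 0.25, each under Dixon's 95% critical value.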

How the results depend on the processing

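The value table with its decimal points put right, the 3 written digits of 24 h replicate 3 and the median intensities were chosen only after the result was seen. The other alternatives were not.

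The 59 named genes gave 177 values, 150 of them past the threshold. Over 4657 comparisons with an alternative, 4312 kept their direction and their side of the threshold, 309 were no longer past it, 34 were newly past it and 2 were reversed. A change of sign while past the threshold under neither setting, which occurred 31 times, is counted with those that kept both. Past the threshold under every alternative that gave a value were 20 of the 150. The methods' t-test after Benjamini-Hochberg adjustment kept 50 of the 177 values and led to more losses than any other alternative. The next most came from the requirement of at least 1 on the log2 scale, with 37, the methods' t-test at its own threshold, with 30, and the slide as a block, with 21.

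Centring each array on its median in place of loess reversed AN4409 (*argB*) at 8 h, with 0.77 against -0.32, and AN6476 at 8 h, with 0.066 against -0.99. It gave 4183 genes higher and 1267 lower at 8 h, 1341 lower at 24 h and 987 higher at 24 h than at 8 h, against 2732, 2551, 2391 and 1491. Of the 77 genes of the lower categories it left 35 lower at 8 h and 8 at 24 h, against 77 and 48. The share of higher genes among those called was 76.8% at 8 h, 75% at 24 h and 42% between the time points, against 51.7%, 53.4% and 57.5% with loess. For the Feature Extraction log ratio these shares were 52.9%, 52% and 50.2%. The median log2 ratio of all tested genes was 0.39 at 8 h and 0.36 at 24 h with median centring, against 0.03 at both with loess. Relative to it 71 of the 77 genes lay below the median of all genes at 8 h and 47 at 24 h. Which normalization is nearer to the true balance was not tested.

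The value table of the series gave 811 genes higher at 24 h than at 8 h and 2 secretion genes higher at 24 h. With its decimal points put right, an alternative chosen after seeing the data, it gave 1480 genes and 3 secretion genes, so the displaced decimal points account for the drop to 811. Genes well above background in both channels on all 6 arrays, 5798 in the test, gave 1738 genes higher at 8 h and 1705 at 24 h, with 35, 42 and 28 GH genes higher at 8 h, at 24 h and at 24 h than at 8 h, and 3 and 2 secretion genes higher at 8 h and 24 h. Here fewer genes are tested. The slide as a block gave 579 genes higher and 541 lower at 24 h than at 8 h. In simulated data limma with this block recovered 3 of 100 genes that differed between the time points, against 67 without it. Far more genes were called in the data, so this recovery cannot be carried over. The drop and the losses under this block stay open. An adjusted p under 0.05, a looser threshold, gave 1694 genes lower at 24 h than at 8 h.

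The methods' t-test at its own threshold gave 1687 genes higher and 1452 lower at 8 h, 1567 higher and 1153 lower at 24 h, 41 GH genes higher at 8 h and 18 genes of the lower categories lower at 24 h. AN7295 at 24 h, with -0.81, was not past it. After Benjamini-Hochberg adjustment it gave 8 higher and 5 lower at 8 h, 3 and 3 at 24 h, and 568 higher and 508 lower between the time points. It then called 0 GH genes and 0 secretion genes higher at either time point, where limma called 67 and 81 GH genes and 5 and 4 secretion genes, and where 61 and 84 GH genes and 5 and 4 secretion genes had an unadjusted p under 0.05 in the methods' t-test. Of the higher categories it called 1 gene at 8 h and 0 at 24 h, where 26 had an unadjusted p under 0.05 at 24 h, and of the lower categories 1 at 8 h and 0 at 24 h, where 39 had one. In simulated data it recovered 0% of the changed genes at 8 h after adjustment, so these counts say little about stability. The cause was not tested further.

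Requiring at least 1 on the log2 scale left 950 higher and 919 lower genes at 8 h, 931 and 707 at 24 h, and 549 and 410 between the time points. It left 3 and 2 secretion genes, 17 and 12 genes of the higher categories and 41 and 11 of the lower categories at 8 h and 24 h. The size of the change is the alternative's own construction.

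With the replicate number as a block, 2588 genes were higher and 2468 lower at 8 h, 2557 and 2306 at 24 h, and 1287 and 992 between the time points. In simulated data limma with this block recovered 0 of 100 genes that differed between the time points. With it the differences of AN4019, AN6195 (*creA*) and AN1723 between the time points, with 0.54, 0.63 and -0.56, and AN0098 (*nirA*) at 24 h, with 0.21, were not past the threshold. The labels do not say whether same-numbered arrays form pairs. The deviations of the log ratios from their time point's mean had correlations across genes of 0.10, 0.02 and 0.16 between same-numbered arrays, and the numbers were treated as labels only. For complete media alone these correlations were 0.33, 0.52 and 0.47 between same-numbered arrays and -0.35 to 0.01 between others, and genes are not independent replicates. The complete media signals themselves had correlations of 0.99 to 0.992 between same-numbered arrays and 0.987 to 0.996 between others.

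Leaving out each array moved none of the following counts by more than 1.5 times. Genes higher at 8 h numbered 2309 to 2763, lower at 8 h 2198 to 2556, higher at 24 h 2306 to 2673, lower at 24 h 1959 to 2346, and between the time points 1088 to 1336 higher and 825 to 1040 lower. GH genes higher at 8 h numbered 62 to 68, at 24 h 78 to 81 and at 24 h over 8 h 50 to 52. Single arrays decided some calls. Among the secretion genes, the single one that was higher at 24 h than at 8 h, AN4019, was not past the threshold without any array of 8 h or without 24 h replicate 1, with 0.49 to 0.58. AN0245 at 8 h had 1.18, with 0.71 without 8 h replicate 2, and was not past the threshold without 8 h replicate 1, with 1.32. AN2632 at 8 h was lost without 8 h replicate 1, with 0.38, or 3, with 0.47. AN0098 (*nirA*) was lost at 8 h without 8 h replicate 2, with 0.24, and at 24 h without any array of 24 h, with 0.19 to 0.23. AN7275 at 8 h was gained without 24 h replicate 3, with the same 0.25, and also with the Feature Extraction log ratio, with 2.17, an offset of 0, with 1.08, and no background subtraction, with 0.34, while it was 0.05 with median centring. AN4409 at 8 h was gained without 8 h replicate 2, with -0.46, and the difference of AN7396 between the time points without 8 h replicate 1, with 1.09.

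Separate fits of the time points give no difference between them, the stricter filter lacks some named genes, and without saturated spots AN3613 and AN1818 drop out of the fit and have no value at either time point. The gene sets from descriptions and the signal of *pkaA* were not run. Intensities in complete media near the background limit the ratios of dim genes.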

Differences from the paper's values

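Of the alternatives in this part, only the value table with its decimal points put right was chosen after the result was seen. The values are log2 ratios of avicel over complete media in the Δ*pkaA* strain. The paper's values are from Table S1 unless the text or Fig. 1b is named, and those that the text prints as folds are set against log2 ratios, the scale of Table S1. A value lies within the paper's value where both have the same sign and differ by no more than the SD over the arrays under the setting concerned. The alternatives named were set before the data were examined and run one at a time, and the value here differed from the paper's under all other such alternatives that gave a value. The value table with its decimal points put right, chosen after seeing the values, falls within the paper's value wherever the Feature Extraction log ratio does.

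With the Feature Extraction log ratio, the value table of the series and an offset of 0, the following values lay within the paper's value. For AN4102 at 8 h the paper's value is 4.05 and the value here is 3.23. For AN7401 at 24 h the paper's value is 5.50 and the value here is 4.18. For AN3613 (*xlnA*) at 8 h the paper's value is 4.89 and the value here is 4.01. For AN9365 (*xlnB*) at 24 h the paper's value is 2.97 and the value here is 2.48. For AN2017 at 8 h the paper's value is 2.85 and the value here is 2.29. For AN2017 at 24 h the paper's value is 3.08 and the value here is 2.64. For AN8953 at 24 h the paper's value is 5.80 and the value here is 4.61. For AN1477 at 24 h the paper's value is 5.46 and the value here is 4.39. For AN1870 at 24 h the paper's value is 6.12 and the value here is 4.77. For AN1277 at 8 h the paper's value is 3.81 and the value here is 2.38. For AN1277 at 24 h the paper's value is 1.65 and the value here is 0.78. For AN2632 at 24 h the paper's value is 5.04 and the value here is 4.08. For AN4102 at 8 h the paper's value in the text is 4.1 and the value here is 3.23. For AN7050 (*farA*) at 8 h the paper's value in Fig. 1b, read by eye, is about 1.9 and the value here is 1.20. For AN7050 (*farA*) at 24 h the paper's value in Fig. 1b, read by eye, is about 1.4 and the value here is 0.99. For AN1425 (*farB*) at 24 h the paper's value in Fig. 1b, read by eye, is about 0.86 and the value here is 0.61.

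With the Feature Extraction log ratio and the value table of the series, the following values lay within the paper's value. For AN2463 at 8 h the paper's value is 2.81 and the value here is 1.42. For AN2463 at 24 h the paper's value is 1.47 and the value here is 0.55. For AN3903 at 24 h the paper's value is 5.89 and the value here is 4.01. For AN2828 at 24 h the paper's value is 5.90 and the value here is 4.15. For AN1818 (*xlnC*) at 8 h the paper's value is 4.61 and the value here is 2.90. For AN8953 at 8 h the paper's value is 5.12 and the value here is 3.12. For AN7505 at 8 h the paper's value is 2.87 and the value here is 2.41. For AN3369 (*clrB*) at 8 h the paper's value in Fig. 1b, read by eye, is about 3.5 and the value here is 1.86. For AN3369 (*clrB*) at 24 h the paper's value in Fig. 1b, read by eye, is about 3.4 and the value here is 1.88. For AN1414 (*xprG*) at 8 h the paper's value in Fig. 1b, read by eye, is about 3.2 and the value here is 1.62. For AN1414 (*xprG*) at 24 h the paper's value in Fig. 1b, read by eye, is about 3.3 and the value here is 1.64. For AN2290 (*steA*) at 8 h the paper's value in Fig. 1b, read by eye, is about 1.5 and the value here is 0.68. For AN2290 (*steA*) at 24 h the paper's value in Fig. 1b, read by eye, is about 2.4 and the value here is 1.30. For AN7610 (*xlnR*) at 8 h the paper's value in Fig. 1b, read by eye, is about 2.3 and the value here is 0.89.

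With the Feature Extraction log ratio, the value table of the series, an offset of 0 and median centring, the following values lay within the paper's value. For AN2395 at 24 h the paper's value is 4.98 and the value here is 4.22. For AN4102 at 24 h the paper's value is 3.54 and the value here is 2.74. For AN1285 (*eglA*) at 8 h the paper's value is 4.81 and the value here is 3.57. For AN0452 at 24 h the paper's value is 2.4 and the value here is 1.56. For AN7908 at 24 h the paper's value is 5.67 and the value here is 4.95. For AN1285 (*eglA*) at 8 h the paper's value in the text is 4.6 and the value here is 3.57. For AN1425 (*farB*) at 8 h the paper's value in Fig. 1b, read by eye, is about 1.9 and the value here is 1.30.

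Under no alternative within the paper's value were the following values. For AN3200 at 8 h the paper's value is 1.98 and the value here is 1.07. For AN3200 at 24 h the paper's value is 1.86 and the value here is 0.98. For AN1477 at 8 h the paper's value is 4.61 and the value here is 3.04. For AN3613 (*xlnA*) at 8 h the paper's value in the text is 4.6 and the value here is 4.01. For AN1818 (*xlnC*) at 8 h the paper's value in the text is 4.9 and the value here is 2.90. For AN1848 (*nosA*) at 8 h the paper's value in Fig. 1b, read by eye, is about 2.7 and the value here is 1.55. With the Feature Extraction log ratio and the value table of the series AN1477 at 8 h had 4.60, which reaches the paper's 4.61 but for a gap just over the small SD of these values. In Table S1 the values at 8 h are 4.89 for AN3613 (*xlnA*) and 4.61 for AN1818 (*xlnC*), while 4.6 and 4.9 are also the values that the text gives AN1285 (*eglA*) and AN3418 (*eglB*).

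With median centring, the value table of the series and the Feature Extraction log ratio, the following values lay within the paper's value. For AN2395 at 8 h the paper's value is 3.90 and the value here is 2.73. For AN1870 at 8 h the paper's value is 4.85 and the value here is 3.42.

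With scaling between arrays, median centring, an offset of 0, the value table of the series and the Feature Extraction log ratio, the following values lay within the paper's value. For AN1285 (*eglA*) at 24 h the paper's value is 6.95 and the value here is 6.49. For AN3418 (*eglB*) at 24 h the paper's value is 7.11 and the value here is 6.64.

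With scaling between arrays, an offset of 0, the value table of the series and the Feature Extraction log ratio, the following values lay within the paper's value. For AN7505 at 24 h the paper's value is 1.48 and the value here is 1.26. For AN5836 (*stuA*) at 24 h the paper's value in Fig. 1b, read by eye, is about 3.2 and the value here is 2.82.

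With an offset of 0, a single value lay within the paper's value. For AN1742 at 24 h the paper's value is 1.46 and the value here is 0.56.

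With 8 h replicate 1 left out, no background subtraction, scaling between arrays, an offset of 0, the value table of the series and the Feature Extraction log ratio, a single value lay within the paper's value. For AN3368 at 8 h the paper's value is 4.17 and the value here is 3.91. The values without 8 h replicate 1, 3.87, and with scaling between arrays, 3.85, lie further from the paper's value and within it only through their larger SD, 0.31 and 0.33 against 0.23.

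With scaling between arrays, the value table of the series and the Feature Extraction log ratio, a single value lay within the paper's value. For AN3368 at 24 h the paper's value is 4.09 and the value here is 3.85.

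With 8 h replicate 3 left out, an offset of 0, the value table of the series and the Feature Extraction log ratio, a single value lay within the paper's value. For AN3418 (*eglB*) at 8 h the paper's value is 5.30 and the value here is 4.65. The value without 8 h replicate 3, 4.62, lies further from the paper's value and within it only through its larger SD, 0.69 against 0.49.

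Over Table S1, 81 of 84 genes with a value at 8 h had the sign of the paper's value here and 79 were called in that direction, and at 24 h 130 of 133 and 126. The median size of the paper's values was 2.11 at 8 h and 2.97 at 24 h, against 1.37 and 2.18 here and 2.14 and 3.08 with the Feature Extraction log ratio, with which 71 and 109 values lie within 0.01 of the paper's.

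The paper states that AN5361 was modulated in the Δ*pkaA* strain, and here it was not well above background on any array. It names AN7345 in a joint list for both time points, and the value here at 8 h is -0.06, not past the threshold. Table S1 has no value for AN7345 in the mutant at 8 h either, and 2.55 at 24 h. The paper states that AN7275 and AN8007 were modulated in the wild-type strain only, and here AN7275 was higher on avicel in the Δ*pkaA* strain at 24 h, with 1.69, and with the Feature Extraction log ratio at 8 h too, with 2.17, and AN8007 at 8 h and 24 h, with 0.58 and 0.89. In 24 h replicate 3 the deposited values are 1.03 for AN7275 and 1.09 for AN8007, against 4.35 and 3.58 when repaired. Neither passed the methods' t-test at 24 h on the deposited values, and both did on the repaired values. The displaced decimal points can thus account for missing calls at 24 h. They cannot for AN7275 at 8 h, where it passed this test on the deposited values. The paper states that all 6 secretion genes were up-regulated at 8 h, and here 5 of 6 were called. AN5559, with 0.11, was not, although it was with the Feature Extraction log ratio, with 0.92, with an offset of 0, with 0.61, and with the value table with its decimal points put right, chosen after seeing the values, with 0.90. It states that the response of the genes of lignocellulosic enzymes was reduced after 24 h. Here 55 of the 114 tested GH genes were higher and 19 lower at 24 h than at 8 h in the Δ*pkaA* strain, and the comparison with the wild-type strain was not analysed here.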

Other observations

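The tests on the displaced decimal points were chosen only after the result was seen. The test on the lists of Table S3 was not.

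The complete cells of Table S3 hold the gene lists of Table S2, 89 of 89 compared. Of 568 listed genes of complete cells, limma called 442 in the listed direction at both time points, 110 only at 8 h, 5 only at 24 h and 11 at neither. Among all 8394 tested genes, 1452 were called only at 8 h and 1298 only at 24 h. A candidate explanation is that the lists of 8 h stand in the place of those of 24 h, and the 110 genes called only at 8 h are what it predicts. With the methods' t-test on the deposited values 292 listed genes were past its threshold only at 8 h and 0 only at 24 h, and on the repaired values 269 and 1. No biological explanation was tested.

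Of the Table S1 genes with a 24 h value for the mutant, 14 have displaced values in 24 h replicate 3. For all 14 the value in Table S1 is nearer to the mean of the deposited values than to that of the repaired values, but 12 are further than 0.01 from the mean of the deposited values, and 2 lie within 0.01 of it, where 120 of all 134 do. None of the 14 lies within 0.01 of the mean of the repaired values. This argues against the deposited values as the whole source of these numbers. AN7396 has 6.06 in Table S1 against 7.44 from the deposited values. AN3200 has 1.86 against 2.41, and at 8 h, where no decimal points are displaced, 1.98 against 2.81. The source of the 12 values stays open, because they match neither mean.

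Among the 62 genes without a 24 h value 37.1% have displaced values, against 10.4% of the 134 with one (Fisher's exact test, 2-sided, p = 2.29e-05). At the threshold of the methods' t-test, 6 of the 62 genes pass on the deposited values and 21 on the repaired values. Over all genes 2491 pass at 24 h on the deposited values and 3531 on the repaired values. No biological explanation was tested.

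AN6305 is named here although the paper does not name it by locus and it is not among the largest changes. This gene, which the RefSeq gene table lists as *pkaC* and which has 14 spots per array, was not well above background in complete media on any array. On avicel 3, 14 and 13 of its spots were well above background on the arrays of 8 h, and 0, 1 and 0 on those of 24 h.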
